# p53 inhibitor iASPP is an unexpected suppressor of KRAS and inflammation-driven pancreatic cancer

**DOI:** 10.1038/s41418-023-01168-3

**Published:** 2023-06-03

**Authors:** Paul Miller, Elliot H. Akama-Garren, Richard P. Owen, Constantinos Demetriou, Thomas M. Carroll, Elizabeth Slee, Khatoun Al Moussawi, Michael Ellis, Robert Goldin, Eric O’Neill, Xin Lu

**Keywords:** Cell biology, Tumour-suppressor proteins, Cancer models, Cancer microenvironment

## Abstract

Oncogenic KRAS activation, inflammation and p53 mutation are key drivers of pancreatic cancer (PC) development. Here we report iASPP, an inhibitor of p53, as a paradoxical suppressor of inflammation and oncogenic KRAS^G12D^-driven PC tumorigenesis. iASPP suppresses PC onset driven by KRAS^G12D^ alone or KRAS^G12D^ in combination with mutant p53^R172H^. iASPP deletion limits acinar-to-ductal metaplasia (ADM) in vitro but accelerates inflammation and KRAS^G12D^-induced ADM, pancreatitis and PC tumorigenesis in vivo. KRAS^G12D^/iASPP^Δ8/Δ8^ tumours are well-differentiated classical PCs and their derivative cell lines form subcutaneous tumours in syngeneic and nude mice. Transcriptomically, either iASPP deletion or p53 mutation in the KRAS^G12D^ background altered the expression of an extensively overlapping gene set, comprised primarily of NF-κB and AP1-regulated inflammatory genes. All these identify iASPP as a suppressor of inflammation and a p53-independent oncosuppressor of PC tumorigenesis.

## Introduction

Pancreatic cancer (PC) is a lethal malignancy with a dismal 11% 5-year survival due to advanced disease at presentation and limited treatment options [1]. Genetic studies have identified oncogenic KRAS mutations in approximately 95% of cases, while loss of the tumour suppressor p53 through mutation or deletion occurs in over 50% of cases [2]. Although *TP53* is the most frequently mutated tumour suppressor in PC, it is poorly understood how wild-type (WT) p53 function is bypassed in non-mutated *TP53* PC. As KRAS mutation precedes *TP53* mutation/deletion and cancer onset, it is hypothesised that impairment of p53 activity is required for the development of oncogenic KRAS-driven tumours [3]. A similar hypothesis may also apply to other oncogenic RAS-driven tumours such as colon and lung cancers.

The most studied cellular factors that can inhibit the tumour suppressive function of p53 in WT p53-containing tumours are MDM2 and iASPP (inhibitor of Apoptosis Stimulating Protein of p53). MDM2 is an E3 ubiquitin ligase of p53 that inhibits p53 by both binding to the N-terminal region of p53 and also promoting its proteasome-mediated degradation [4]. iASPP, a member of the ASPP (Ankyrin repeat domain, SH3 domain and Proline rich sequence containing Protein) family of proteins [5], binds the DNA binding domain of p53 and regulates its target selective transcription. RNA-seq and p53 ChIP-seq analyses have confirmed that many iASPP/p53 coregulated targets are involved in regulating apoptosis, consistent with iASPP as an evolutionarily conserved inhibitor of p53-mediated apoptosis [6, 7]. Evidence to date suggests that iASPP is an oncoprotein, as high expression of iASPP associates with poor prognosis in ovarian, melanoma, prostate, glioma and bladder cancers [8–12]. In vitro and xenograft studies have shown that iASPP has pro-proliferative and chemoresistant properties. These observations led to the hypothesis that iASPP deficiency would enhance WT p53 activity to inhibit tumorigenesis [13].

Pancreatitis, especially hereditary pancreatitis, is a major risk factor for PC [14]. In response to pancreatitis-related cellular stress and inflammatory signalling, exocrine acinar cells undergo acinar-to-ductal metaplasia (ADM), which is thought to be an initiating event in pancreatic tumorigenesis [15]. ADM requires the activation of the TGFα/EGFR/RAS/MAPK pathway: TGFα overexpressing mice exhibit spontaneous ADM, while TGFα stimulation of acinar explants causes ADM in the absence of oncogenic KRAS [16, 17]. Pancreas-specific (Ptf1a-Cre) EGFR and ADAM17 knockout mice effectively eliminate oncogenic RAS-induced ADM and tumorigenesis [18]. Interestingly, iASPP-deficient mice share overlapping developmental phenotypes with EGFR, TGFα and ADAM17 mutant mice, suggesting that iASPP may play a role similar to that of EGFR or TGFα in inflammation and oncogenic RAS-induced ADM [19–22]. All these support the hypothesis that iASPP could be an oncogene that counteracts the tumour suppressive function of WT p53 in PC tumorigenesis. To test this, we examined the ability of iASPP to regulate the pancreatic inflammatory response and PC formation in oncogenic KRAS-driven pancreatitis and PC models using pancreas-specific (Pdx1-Cre) compound transgenic mice expressing mutant KRAS in the presence or absence of iASPP (exon-8 deletion). The ability of iASPP to influence PC development was also investigated in both WT and mutant p53 backgrounds.

## Results

### iASPP unexpectedly suppresses oncogenic KRAS-driven PC onset

We investigated the effect of iASPP on tumour development in the presence of WT p53 using Pdx1-Cre to express oncogenic KRAS^G12D^ (KC) alone or concurrently delete iASPP to generate KC and KC;iASPP^Δ8/Δ8^ mice respectively (Supplementary Fig. S1A). According to the animal license requirement, all mice in the survival cohort that reached a pre-defined endpoint were culled. Therefore, all-cause mortality analysis includes mortality caused by pancreatic and extra-pancreatic pathology such as upper gastrointestinal tract hyperplasia, benign facial and genital papillomas, and thymic lymphomas as reported previously [23, 24] All-cause mortality analysis revealed that median overall survival (OS) for KC;iASPP^Δ8/Δ8^ (*n* = 81) and KC mice (*n* = 103) was 179 versus 260 days (Supplementary Fig. S1B), a significant reduction in KC;iASPP^Δ8/Δ8^ cohort. For all mice, the pancreas and other organs with suspected macroscopic disease were assessed histologically for the presence of tumours (Supplementary Fig. S1C). Within the time frames examined and accounting for all tumours detected, a significantly higher percentage of tumour incidences were observed in KC;iASPP^Δ8/Δ8^ than in KC mice (Fig. 1A). Histological evidence of ≥1 pancreatic, visceral, or subcutaneous tumours showed that tumour free survival (TFS) for KC;iASPP^Δ8/Δ8^ and KC mice were 244 and 356 days respectively (Supplementary Fig. S1D). Thoracic lymphomas are often considered as an off-target effect of oncogenic KRAS and were excluded from subsequent survival and tumour-spectrum analyses [25]. Lymphomas were detected in both KC and KC;iASPP^Δ8/Δ8^ cohorts and accounted for 27% of histologically diagnosed KC tumours (Supplementary Fig. S1E, F). By excluding lymphomas it becomes clear that pancreatic tumour incidence is similar between KC and KC;iASPP^Δ8/Δ8^ cohorts (Supplementary Fig. S1G). However, even under this analysis condition, median pancreatic TFS for KC;iASPP^Δ8/Δ8^ and KC cohorts was 263 versus 365 days respectively with the earliest PC found at 6 weeks (Fig. 1B, C), a significant reduction in pancreatic TFS in KC;iASPP^Δ8/Δ8^ cohort. All these showed that iASPP-deletion accelerated oncogenic KRAS^G12D^-driven PC onset.

**Fig. 1:**
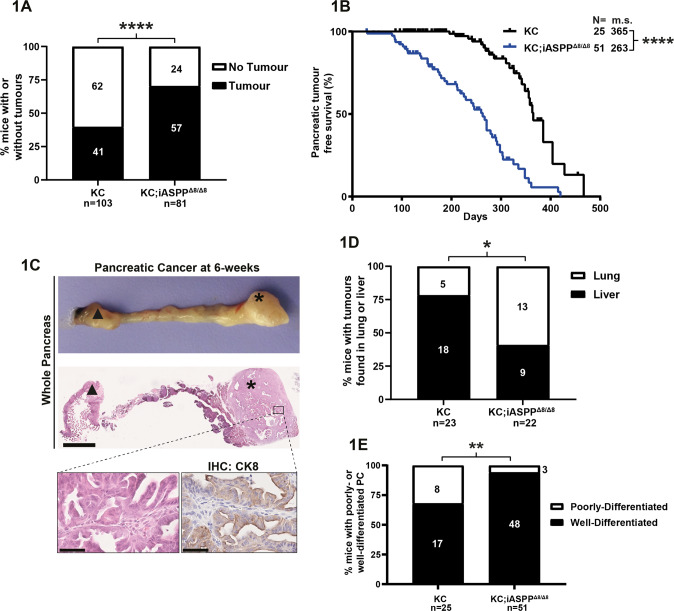
iASPP unexpectedly suppresses oncogenic KRAS-driven PC onset. **A** Percentage of mice with evidence of tumour (pancreatic, visceral, or subcutaneous; excluding lymphoma) from the KC (*n* = 103) and KC;iASPP^Δ8/Δ8^ (*n* = 81) overall survival cohort. **** = *p* < 0.0001; n.s. = not significant; Fisher’s exact test. **B** Kaplan-Meier pancreatic tumour free survival of KC and KC;iASPP^Δ8/Δ8^ mice in the overall survival cohort. Number of mice and median survival for tumour-bearing mice with non-pancreatic tumour bearing mice censored. **** = *p* < 0.0001, log-rank test. *N* = , number of mice; m.s., median survival. **C** Pancreatic cancer at 6 weeks in KC;iASPP^Δ8/Δ8^ mouse. Upper image, dissected pancreas with attached duodenum. Middle image, whole pancreas HE stained. Bottom left image, well-differentiated HE stained PC. Bottom right image, IHC stained with cytokeratin 8 to demonstrate epithelial original. Middle image scale bar, 1 mm. Bottom images scale bar, 50 µm. Duodenum is denoted by black triangle and PC is denoted asterisk. **D** Percentage of extra-pancreatic tumours that are either lung or liver in the KC and KC;iASPP^Δ8/Δ8^ survival cohort. * = *p* < 0.05; n.s., not significant; Fisher’s exact test. **E** Percentage of primary pancreatic tumours in which the cancer is either predominantly well- or poorly-differentiated in the KC and KC;iASPP^Δ8/Δ8^ survival cohort. ** = *p* < 0.01; Fisher’s exact test.

Most mice developed tumours at a single site but some developed additional extra-pancreatic tumours (Supplementary Fig. S1H). Extra-pancreatic tumours, most likely metastatic PC, were predominantly found in the liver or lungs, but the KC cohort also exhibited subcutaneous tumours or splenic disease (Supplementary Fig. S1I). Extra-pancreatic tumours in the lung versus liver was ~60%:40% in KC;iASPP^Δ8/Δ8^ mice and ~25%:75% in KC mice (Fig. 1D). In mice with a histologically confirmed PC, there is an increase in extra-pancreatic tumour incidence, presumed metastases, in KC mice compared to KC;iASPP^Δ8/Δ8^ (Supplementary Fig. S1J). Notably, KC;iASPP^Δ8/Δ8^ mice had a greater proportion of well-differentiated PC compared to the KC mice, and the infrequent spindle cell morphology was only found in the KC cohort (Fig. 1E and Supplementary Fig. S1K). All these support iASPP as an important suppressor of PC initiation but not progression. Furthermore, iASPP is a suppressor of well-differentiated PC with a metastatic tropism that favours lung over liver.

### iASPP suppresses oncogenic KRAS-driven PC independently of p53

As KC mice contain WT p53, we tested iASPP’s ability to suppress PC tumorigenesis independently of p53 in KPC mice which have concurrent heterozygous mutations of the KRAS and p53 that accelerate tumour onset and metastasis [26]. We crossed the KC and KC;iASPP^Δ8/Δ8^ mice with mice containing a p53^R172H^ allele (equivalent to human p53 hotspot mutation R175H) to generate KPC (Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^) (*n* = 48) and KPC;iASPP^Δ8/Δ8^ (*n* = 15) cohorts (Supplementary Fig. S2A). All-cause mortality analysis showed that the median OS was significantly lower in the KPC;iASPP^Δ8/Δ8^ than in the KPC cohorts (102 versus 148 days) (Fig. S2B). Mice with thymic lymphomas were excluded for subsequent survival analyses (KPC (*n* = 1), KPC;iASPP^Δ8/Δ8^ (*n* = 0)) (Fig. S2C). Tumour-free survival showed that KPC;iASPP^Δ8/Δ8^ mice had a significantly lower median survival (103 days) than KPC mice (155 days) (Fig. S2D).

Comparing KPC and KPC;iASPP^Δ8/Δ8^ cohorts, we observed small differences in the percentage of mice with evidence of tumours at necropsy (81% versus 93%, Fig. 2A) or the proportion of pancreatic tumours (97% versus 93%, Supplementary Fig. S2E). However, pancreatic TFS was reduced in KPC;iASPP^Δ8/Δ8^ mice (104 days) compared to KPC mice (160 days) (Fig. 2B). Primary pancreatic disease was the most common diagnosis at necropsy in both KPC and KPC;iASPP^Δ8/Δ8^ cohorts with similar proportions of mice with extra-pancreatic tumours, presumed metastatic disease (Supplementary Figure S2F). Only single sites of extra-pancreatic disease were found in KPC;iASPP^Δ8/Δ8^ mice, whereas KPC mice had up to two sites of disease in addition to pancreatic primary tumours (Supplementary Fig. S2G). Extra-pancreatic tumours were present in the liver, lung, spleen, diaphragm, and subcutaneously in KPC mice (Supplementary Fig. S2H). Notably, the KPC;iASPP^Δ8/Δ8^ cohort only displayed extra-pancreatic tumours in the lung and subcutaneously. Early metastatic disease was present and lung deposits were identifiable with concurrent primary tumours from as early as 8-weeks in the KPC;iASPP^Δ8/Δ8^ cohort (Fig. 2C).

**Fig. 2:**
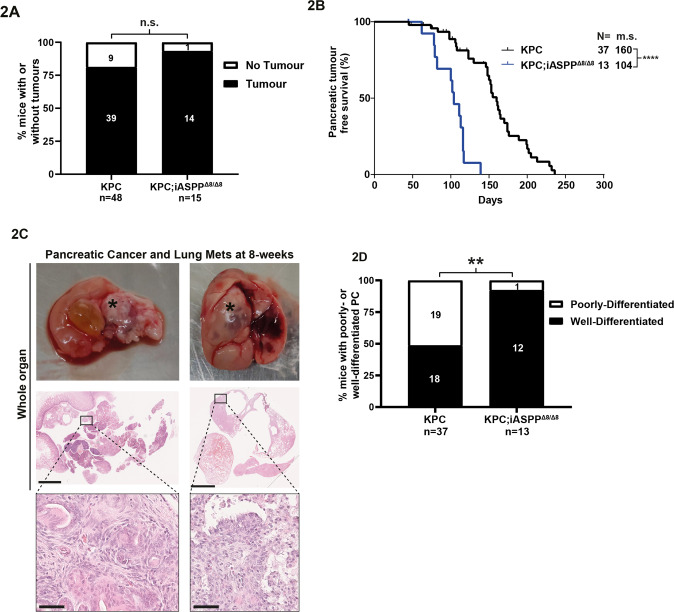
iASPP suppresses oncogenic KRAS-driven PC independently of p53. **A** Percentage of mice with evidence of tumour (pancreatic, visceral, or subcutaneous, excluding lymphoma) from the KPC (*n* = 48) and KPC;iASPP^Δ8/Δ8^ (*n* = 15) overall survival cohort. n.s. = not significant; Fisher’s exact test. **B** Kaplan-Meier pancreatic tumour free survival of the KPC and KPC;iASPP^Δ8/Δ8^ mice in the overall survival cohort. **** = *p* < 0.0001; log-rank test. *N* = , number of mice; m.s., median survival. **C** Metastatic PC at 8 weeks in KPC;iASPP^Δ8/Δ8^ mouse. Upper images; left, dissected pancreas with attached duodenum; right, dissected lung with cystic tumour. Asterisks denote tumours. Middle images; left, whole pancreas HE stained; right, whole lung HE stained. Lower images; left, focus of PC; right, PC metastases in the lung. Middle image left scale bar, 2.5 mm. Middle image right scale bar, 5 mm. Bottom images scale bar, 50 µm. **D** Percentage of PC in which the predominant lesion is well- or poorly-differentiated in the KPC (*n* = 37) and KPC;iASPP^Δ8/Δ8^ (*n* = 13) pancreatic TFS cohort. ** = *p* < 0.01; Fisher’s exact test.

Histological examination of tumour types identified well- and poorly-differentiated PC, with occasional examples of anaplastic cancer in both KPC and KPC;iASPP^Δ8/Δ8^ (Supplementary Fig. S2I). However, most KPC;iASPP^Δ8/Δ8^ cancers were predominantly well-differentiated, whereas KPC was almost equally split between well- and poorly differentiated and only KPC had examples of spindle cell morphology (Fig. 2D). Taken together, accelerated tumour onset and the development of predominantly well-differentiated cancers in KPC;iASPP^Δ8/Δ8^ mice are consistent with iASPP being a potent suppressor of PC initiation but not progression, even in the KPC background. It also demonstrated that iASPP can suppress PC development independently of p53.

### Inflammation induces iASPP expression in vivo and iASPP mRNA level associates with good prognosis in human classical PC

Inflammatory conditions such as hereditary pancreatitis predisposes to PC development [27] and one of the most well-known mouse pancreatitis models is induced by intraperitoneal injections of the cholecystokinin analogue caerulein [28]. Previous studies showed that p53 expression is induced in pancreatitis [29] and by caerulein injection [30]. As an inhibitor of p53 and a recently identified suppressor of inflammation [31, 32], we tested whether caerulein treatment can also induce iASPP expression. Pancreatic lysates were derived from WT mice at 0, 1 and 2 days post-caerulein treatment as indicated (Supplementary Fig. S3A, top panel). Similar to p53, we observed upregulation of iASPP in caerulein-treated pancreatic lysates compared to PBS-treated control lysates, demonstrating that inflammatory stimuli induce iASPP expression in vivo (Supplementary Fig. S3A, bottom panel).

We examined iASPP expression levels between normal and diseased pancreas using immunohistochemical (IHC) staining of human patient samples obtained from surgical sections and tissue arrays. We observed increased iASPP expression in chronic pancreatitis samples (including early ductal lesions) and pancreatic cancer, relative to normal pancreas (Fig. 3A, B). In surgical tumour sections, increased iASPP is detected in PC and in the tumour-adjacent acini cells relative to those acini cells which are distant from the tumour (Supplementary Fig. S3B). A similar expression pattern was seen for p53 (Supplementary Fig. S3B). Notably, we also observed similar iASPP and p53 expression patterns in KC mice with PC: increased iASPP and p53 were detected in the tumour-adjacent areas relative to acini distant from the PC (Supplementary Fig. S3C). These results are consistent with iASPP as a suppressor of inflammation.

**Fig. 3:**
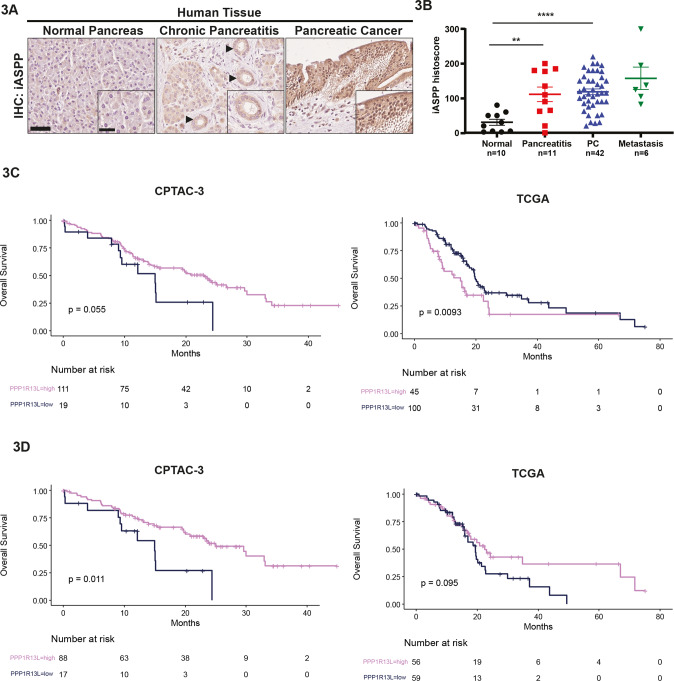
Inflammation induces iASPP expression in vivo and high iASPP mRNA associates with good prognosis of classical PC. **A** Human pancreas iASPP staining. iASPP expression in normal pancreas (left), chronic pancreatitis (centre), and pancreatic cancer (right). Ductal metaplasia denoted by black arrows. Scale bar, 100 µm (inset scale bar, 40 µm). **B** iASPP histoscore in relation to human tissue histology; normal (*n* = 10), pancreatitis (*n* = 11), pancreatic cancer (PC) (*n* = 42) and metastasis (*n* = 6) from pancreatic primary tissue. Error bars represent mean ± SEM, and data were analysed by unpaired t-test. ** = *p* < 0.01, **** = *p* < 0.0001. **C** Kaplan-Meier analysis for overall survival plot in CPTAC-3 and TCGA cohorts with high and low iASPP (PPP1R13L) mRNA expression cut-offs defined using maxstat R package. **D** Kaplan-Meier analysis for overall survival plot in classical (consensus) PC samples in the CPTAC-3 and TCGA cohorts with high and low iASPP (PPP1R13L) mRNA expression cut-offs defined using maxstat R package.

Increased expression of iASPP has been associated with poor prognosis in multiple cancers, including prostate, melanoma, and glioma [10–12]. We thus investigated the association of iASPP mRNA expression and clinical outcomes in two publicly available human PC cohorts (CPTAC-3 [33] and TCGA [34]). No association between OS and iASPP mRNA expression was identified in the CPTAC-3 cohort, and high iASPP levels were associated with poor prognosis in the TCGA cohort, as expected (Fig. 3C). Consensus transcriptomic analyses of human PC cohorts identify two subtypes: classical and squamous, associated with well- and poorly-differentiated PC, respectively [35]. Knowing iASPP-deletion associates with histologically well-differentiated cancers, we re-analysed OS in human PC cases expressing a classical-associated transcriptomic phenotype. Interestingly, high iASPP mRNA expression associates with good prognosis in the CPTAC-3 cohort with classical subtypes. Similarly, there is a trend between high iASPP mRNA and better prognosis in the TCGA dataset (Fig. 3D). The notion that inflammation induces iASPP expression in vivo and high iASPP mRNA level associated with good prognosis of classical PC are in agreement with iASPP being a suppressor of classical PC development.

### iASPP is a paradoxical suppressor of oncogenic KRAS- and inflammation-induced ADM in vivo

ADM is induced by direct stimulation of the TGFα-EGFR-MAPK signalling pathway [16, 18], and is the first biological process initiating PC development. We thus tested iASPP’s ability to suppress ADM both ex vivo and in vivo. Acinar explants from 6-week-old Pdx1-Cre;iASPP^+/+^ and Pdx1-Cre;iASPP^Δ8/Δ8^ mice (Supplementary Fig. S4A) were cultured for 5 days in the presence or absence of TGFα, a ligand that can bind EGFR to stimulate RAS/MAPK signalling, and the frequency of ADM was assessed by the proportion of acini that converted to ductal morphology after 5 days (Fig. 4A, inset). The dot plot shows that in the absence of TGFα, very few ADM events were detected. With TGFα stimulation, ~60–70% acini from Pdx1-Cre;iASPP^+/+^ mice exhibited ADM, whereas there is a large variation in the ability of Pdx1-Cre;iASPP^Δ8/Δ8^ acini to undergo ADM, with medium ADM frequency to be significantly lower than that observed with Pdx1-Cre;iASPP^+/+^ acini (Fig. 4A). Acinar explants from 6-week old KC and KC;iASPP^Δ8/Δ8^ mice were similarly cultured for five days in the presence or absence of TGFα. KC explants showed higher ADM frequency than that in KC;iASPP^Δ8/Δ8^ explants (~80% versus ~40%) regardless of additional TGFα stimulation (Fig. 4B). These showed that iASPP is required for efficient ADM ex vivo in the context of oncogenic KRAS and TGFα stimulation.

**Fig. 4:**
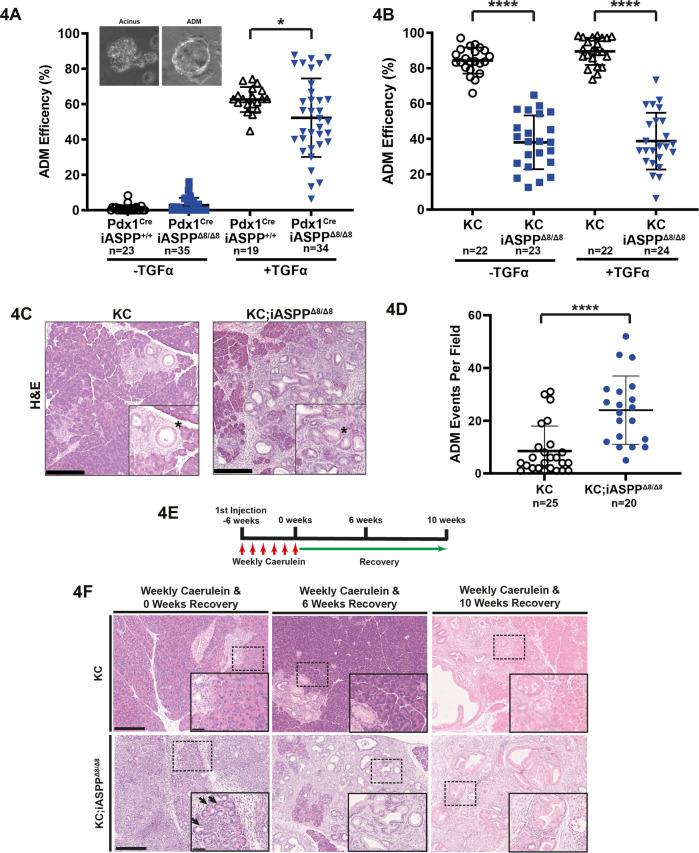
iASPP is a paradoxical suppressor of oncogenic KRAS- and inflammation-induced ADM in vivo. **A** Acinar-to-ductal metaplasia efficiency on day 5 of cultured Pdx1-Cre; iASPP^+/+^ (*n* = 2) and Pdx1-Cre;iASPP^Δ8/Δ8^ (*n* = 3) pancreatic acini with and without TGFα stimulation. * = *p* < 0.05, using unpaired t-test. Inset images in graph are phase contrast of ADM assay. Acinus (left) with no evidence of ductal metaplasia and acinus having undergone ADM with ring morphology (right). **B** Acinar-to-ductal metaplasia efficiency on day 5 of cultured KC (*n* = 2) and KC;iASPP^Δ8/Δ8^ acini (*n* = 3) pancreatic acini with and without TGFα stimulation. **** = *p* < 0.0001 using unpaired t-test. **C** H&E staining of representative 12-week old KC and KC;iASPP^Δ8/Δ8^ normal acini and ADM (denoted by asterisk). Scale bar, 250 µm. **D** Quantification of ADM events per field in young (12- to 16-week old) KC (*n* = 5) and KC;iASPP^Δ8/Δ8^ (*n* = 4) mice. **** = *p* < 0.0001 using Mann-Whitney test. **E** Injection schedule of weekly caerulein (250 µg/kg) over 6 weeks followed by planned culling after 0-, 6- and 10-week recovery. **F** Representative H&E images of KC and KC;iASPP^Δ8/Δ8^ pancreas following weekly caerulein after 0-, 6-, and 10-weeks recovery. Inset image is magnified dotted box. Black arrows indicate ADM in progress. Scale bars, 250 µm (main images) and 50 µm (inset images).

Reprogramming of acinar cells into ductal-like cells can be a transient response to pancreatic injury and a persistent response to oncogenic KRAS [15]. We thus compared ADM events in KC;iASPP^Δ8/Δ8^ and KC mice. Unexpectedly, in 12-week-old mouse pancreata without histological evidence of PC, KC;iASPP^Δ8/Δ8^ mice had a higher number of spontaneous ADM events compared to KC mice (Fig. 4C, D).

To investigate whether iASPP suppresses inflammation-induced ADM in vivo, we induced moderate acute pancreatitis in mice through 8 hourly intraperitoneal injections (50 µg/kg per injection) of caerulein on consecutive two days (Supplementary Fig. S4B). Acute pancreatitis can be temporally divided into three stages post caerulein injection: acute inflammation (from 3 to 36 h), regeneration (from day 2 to 6) and refinement (from day 7 to 14) [36]. We first induced acute pancreatitis in germline iASPP^Δ8/Δ8^ [37], iASPP^Δ8/+^, and iASPP^+/+^ mice, referred to as iASPP-KO, -HET and -WT mice respectively (Supplementary Fig. S4C). On day 12, iASPP-WT mice exhibited morphologically normal acini with no evidence of oedema or inflammatory infiltrates. Pancreata in heterozygous iASPP-HET mice were morphologically like iASPP-WT but exhibited small foci of ADM with inflammatory infiltrates. However, iASPP-KO mice exhibit a severe phenotype with reduced pancreatic mass, loss of most normal acini, and an abundance of ductal-like structures consistent with ADM.

Tissue response to pancreatic inflammation relies on the interplay between acini, fibroblasts, and immune cells; thus, it is difficult to deduce the cellular drivers of ADM in germline iASPP-KO mice. We tested iASPP function in acinar cells, the purported PC cell-of-origin, and assessed this using Pdx1-Cre;iASPP^Δ8/Δ8^ mice in the acute pancreatitis and recovery model. No histological differences were observed between the control PBS or caerulein-injected pancreata after 2-, 7-, and 14 days recovery (Supplementary Fig. S4D, E). This suggests that the tissue response to pancreatitis may be controlled by iASPP functioning in multiple pancreatic cell types.

Given the incongruous ADM phenotype between germline and Pdx1-Cre-specific iASPP-knockout mice, we investigated the contribution of iASPP to ADM, driven by the synergy of oncogenic KRAS and inflammation. We induced a mild form of chronic pancreatitis by single weekly intraperitoneal caerulein injections for six weeks in KC and KC;iASPP^Δ8/Δ8^ mice, assessing the tissue response at 0-, 6- and 10-weeks of recovery (Fig. 4E, F). Interestingly, while KC pancreata were histologically similar at each time point to non-injected mice (data not shown), the KC;iASPP^Δ8/Δ8^ pancreata exhibited profound ADM that persisted after 6- and 10 weeks of recovery. In the absence of oncogenic KRAS mutation, Pdx1-Cre;iASPP^+/+^ and Pdx1-Cre;iASPP^Δ8/Δ8^ pancreata exhibited no ADM immediately after weekly caerulein injection or after 18 weeks of recovery (Supplementary Fig. S4F, G). These data suggest that iASPP is a paradoxical suppressor of ADM as it is required for ADM ex vivo but it inhibits inflammation and oncogenic RAS-driven ADM in vivo. This suggests that iASPP may function via non-cell-autonomous signalling to suppress acinar reprogramming in vivo.

### iASPP regulates its surrounding immune microenvironment in response to pancreatitis and oncogenic KRAS

Given the paradoxical in vivo and ex vivo phenotypes described above in early pancreatic neoplastic transformation, we next examined the inflammatory response to iASPP deletion. We used a cytokine array to investigate the presence of immunomodulatory factors in tissue lysates of Pdx1-Cre;iASPP^+/+^, Pdx1-Cre;iASPP^Δ8/Δ8^, KC and KC;iASPP^Δ8/Δ8^ pancreata after 6 weeks of mild chronic pancreatitis (Fig. 5A). Minor differences were apparent between Pdx1-Cre;iASPP^+/+^, Pdx1-Cre;iASPP^Δ8/Δ8^ and KC. However, KC;iASPP^Δ8/Δ8^ pancreatic lysates had higher levels of cytokines that are known to modulate pancreatic tumorigenesis including GM-CSF, IL-1α, IL-1β, CCL2, CCL5 and other inflammatory mediators such as TIMP-1 and TREM-1. A pro- or anti-tumorigenic tissue microenvironment and the milieu of inflammatory mediators are controlled by proportions of immune cells and stromal cells with further variations in cell-specific activation and signalling. To characterise the immune cell profile of the iASPP-deficient oncogenic KRAS tissues following pancreatitis, fluorescence-activated cell sorting was performed on whole pancreatic lysates. There was increased infiltration of B, CD4+, CD8+, Treg and γδT cells in KC;iASPP^Δ8/Δ8^ pancreata following chronic pancreatitis relative to KC (Fig. 5B). Differences in the immune cell profile were not present in the spleen suggesting that the immune cell phenotype was dependent on pancreatic iASPP status (Supplementary Fig. S5A). These results are consistent with the observation that iASPP may regulate ADM via a non-cell-autonomous pathway.

**Fig. 5:**
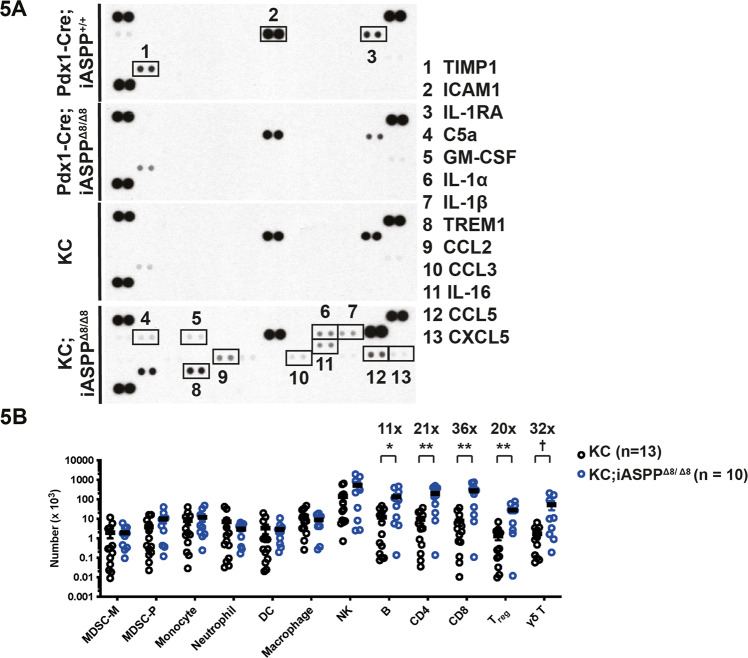
iASPP regulates its surrounding immune microenvironment in response to inflammation and oncogenic KRAS. **A** Cytokine protein ELISA array was performed on murine pancreatic tissue lysates following six weekly doses of caerulein. **B** Immune cell profiling of KC (*n* = 13) and KC;iASPP^Δ8/Δ8^ (*n* = 10) pancreatic tissue samples following six weekly doses of caerulein determined by flow cytometry. Mean number of immune cells per pancreas ± SEM is shown by horizontal lines. MDSC-M: CD11b + Ly6C + Ly6Glo, MDSC-P: CD11b + Ly6cloLy6G+, Monocyte: CD11b + Ly6GloLy6Clo, Neutrophil: CD11b + Ly6G + Ly6C+, DC: CD19-CD11c + MHCII + , Macrophage: CD19-CD68 + F4/80+, NK: CD19-CD49b+, B: CD19+, CD4: CD45 + CD3 + CD4+, CD8: CD45 + CD3 + CD8+, Treg: CD45 + CD3 + CD4 + FoxP3+, γδT: CD45 + CD3 + TCRγδ+. ** *p* = 0.015, * *p* < 0.01, † *p* = 0.042. 11x, 21x, 36x, 20x and 32x signifies fold change in KC;iASPP^Δ8/Δ8^ relative to KC. Statistical analysis was carried out by multiple unpaired *t* tests.

### iASPP suppresses PC via cell intrinsic and extrinsic pathways

To understand how iASPP may suppress PC development in vivo and to determine whether iASPP-deficient tumour growth is regulated by a host immune response, we generated cell lines from various PC tumours derived from KC (*n* = 3) and KC;iASPP^Δ8/Δ8^ (*n* = 3) mice. Sanger sequencing confirmed that all KC and KC;iASPP^Δ8/Δ8^ cell lines expressed WT p53 and iASPP deletion was confirmed by western blot (Supplementary Fig. S6A, B). All KC and KC;iASPP^Δ8/Δ8^ cell lines were treated with Nutlin to stabilise p53 and to induce p53-targets p21 and Bax. A control KPC cell line confirmed mutant p53 is not increased with Nutlin and does not induce p21 or Bax expression (Supplementary Fig. S6C).

The PC-derived cell lines were subcutaneously injected into the flanks of immunocompetent (syngeneic C57BL/6) and immunocompromised (nude) mice. For each mouse, one flank was injected with KC cells while the contralateral flank was injected with KC;iASPP^Δ8/Δ8^ cells (Fig. 6A). Primary cancer cell cultures KC-1 and KC-2 were derived from poorly differentiated pancreatic cancers and were morphologically more mesenchymal with spindle-shaped cells. KC-3 was derived from a moderately- to well-differentiated primary tumour with an epithelial cobblestone-like morphology. Notably, subcutaneous (SC) tumours from KC-1 and KC-2 cell lines retained a poorly differentiated morphology, whereas those from KC-3 reconstituted ductal features (Fig. 6B, syngeneic and nude tumour panels). KC;iASPP^Δ8/Δ8^-1, -2 and -3 primary cultures were derived from moderately- to well-differentiated primary tumours, with KC;iASPP^Δ8/Δ8^-1 having a typical epithelial appearance in culture and KC;iASPP^Δ8/Δ8^-2 and -3 having a mixed appearance. SC tumours from KC;iASPP^Δ8/Δ8^-1 retained ductal morphology, while KC;iASPP^Δ8/Δ8^-2 and KC;iASPP^Δ8/Δ8^-3 had more poorly differentiated features than that of KC;iASPP^Δ8/Δ8^-1 and the primary tumours they originated from. These results suggest that the morphology of flank-injected tumours aligns with the in vitro morphology of the respective primary cell cultures and the in vivo spontaneous tumours from which they were derived from.

**Fig. 6:**
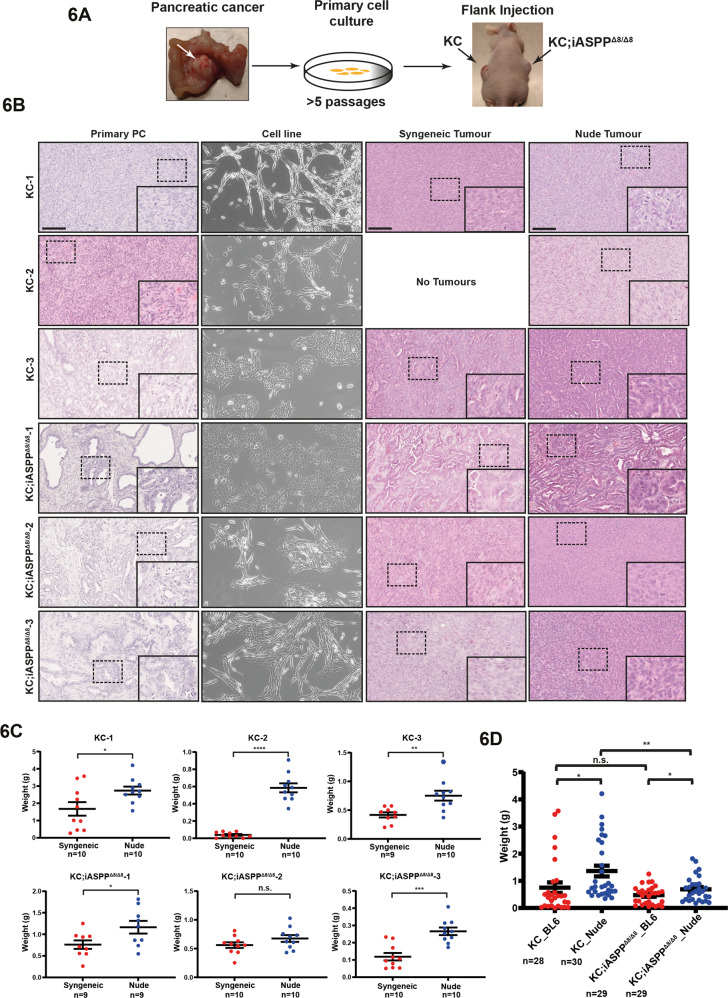
iASPP suppresses PC growth through both cell intrinsic and extrinsic pathways. **A** Schematic diagram for the experiment; dissection of PC (left), derivation of primary PC cell lines (centre) and tumours at culling following bilateral flank subcutaneous injections (right). **B** Left column, representative images of primary PC from three KC and three KC;iASPP^Δ8/Δ8^ mice used to generate cell lines. Second left column, representative phase contrast imaging of corresponding primary pancreatic cancer cell lines. Second right column, representative images of excised syngeneic-injected tumour. Right column, representative images of excised nude-injected tumour. Scale bars 100 µm. **C** Mean weights ± SEM of syngeneic and nude subcutaneous tumours for KC-1, KC-2, KC-3 and KC;iASPP^Δ8/Δ8^-1, KC;iASPP^Δ8/Δ8^-2, KC;iASPP^Δ8/Δ8^-3 cell lines. **** = *p* < 0.0001; *** = *p* < 0.001; ** = *p* < 0.01; * = *p* < 0.05; n.s., not significant. *P* values were calculated using unpaired t-test. **D** Average weights for KC and KC;iASPP^Δ8/Δ8^ cell lines tumours in BL6 and nude mice. ** = *p* < 0.01; * = *p* < 0.05; n.s., not significant. *P* values were calculated using unpaired t-test.

Tumour weight varied significantly between each cell line with KC-2 failing to initiate a tumour in syngeneic mice and KC-1 producing the largest (average weight > 1.5 g) (Fig. 6C). All SC tumours had higher average weights in nude mice than in C57BL6 mice except KC;iASPP^Δ8/Δ8^-2, in agreement with the fact that immunocompetent mice were able to elicit an anti-tumour adaptive immune response. On average, there was no significant difference in tumour weight between KC and KC;iASPP^Δ8/Δ8^ induced SC tumours in C57BL6 mice, but KC tumours grew better in nude mice than KC;iASPP^Δ8/Δ8^ tumours (Fig. 6D). These data suggest that iASPP is likely to suppress PC development via a combination of cell-intrinsic and extrinsic pathways in a tissue context-dependent manner. In vivo and in a correct tissue environment, such as the pancreas, the tumour suppressive function of iASPP is more pronounced.

### iASPP deletion or p53 mutation on a KC background induces profound transcriptional overlap on inflammatory genes

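Ppp1r13l (chromosome 7, 19359749 to 19378533 of GRCm38), the gene of iASPP, was read at low levels in every one of the cancer cell lines sequenced. Its transcripts stood at 7.30, 7.87 and 18.2 CPM (counts scaled to library size) in the 3 KC lines and at 19.0, 10.4, 9.35 and 5.36 in the 4 KPC lines, whose p53 R172H is a mutant of the DNA-binding domain. Lines with the iASPPΔ8/Δ8 deletion stood at 5.75, 3.58, 0.507 and 2.53 CPM on the background of wild-type p53 (KC;iASPPΔ8/Δ8, 4 lines) and 1.58, 1.11, 0.848, 2.23 and 2.28 on that of p53 R172H (KPC;iASPPΔ8/Δ8, 5 lines), and KC;iASPPΔ8/Δ8 XIAK28.7D (5.75) was above the intact KPC XKPC63.1A (5.36). For this tag edgeR's log2 fold changes with the deletion were -1.84 (SE 0.63, adjusted p = 0.387) and -2.77 (SE 0.58, adjusted p = 0.180), neither past the threshold of 0.1. DESeq2, the tool that the paper names, called the decrease on the p53 R172H background (-2.76, adjusted p = 0.00147) but not that on wild-type p53 (adjusted p = 0.133). Each read comes from the 3′ end of a transcript, so these levels do not check the deletion. Those of Trp53 (25.0 ± 6.51 CPM in KC and 34.4 ± 12.5 in KPC, mean ± SD) do not check its mutation either. The 16 lines came from 15 mice, since a pair of the KPC;iASPPΔ8/Δ8 lines carries the ID of 1 mouse, and each p-value measures spread between lines grown from tumours. Libraries were made with the QuantSeq 3′ FWD kit, which gives a stranded tag near the poly(A) tail. The authors aligned the reads with STAR and, separately, with HISAT2, then counted them per gene on the sense strand of the Ensembl 84 annotation. The paper's resource table lists the lines KC-1 to KC-3 with p53 R172H/+, against its text and the sequencing in its supplement, and lines were grouped here by their sample labels. The raw counts were analysed, with the STAR counts as the main data. Lines carry the names of the sample labels, in which XKPC or XIAK stands before the mouse ID. All 9 lines with the deletion carry XIAK and all 7 without it XKPC, so any effect of the colony these prefixes may stand for goes with the deletion. Libraries held 6544774 to 9541591 (median 6725896) counted reads in KC, 5677632 to 8741695 (median 7244206) in KC;iASPPΔ8/Δ8, 6366185 to 10568452 (median 7823156) in KPC and 6382383 to 10067407 (median 6973712) in KPC;iASPPΔ8/Δ8. All lines entered a single edgeR quasi-likelihood fit with TMM normalization over 13483 genes, with Benjamini-Hochberg adjustment at the paper's threshold and no term for sex, which the sample labels do not give. Gene lists, tests and the rule for naming genes were written before the data were examined. The lists were compared with all other genes by camera, a competitive test, with a preset correlation of 0.01 between genes and a threshold of 0.05.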

To gain insight into how iASPP may suppress oncogenic RAS-driven PC, we performed RNA sequencing (RNA-seq) of PC cell lines with the following genotypes: KC (*n* = 3), KC;iASPP^Δ8/Δ8^ (*n* = 4), KPC (*n* = 4) and KPC;iASPP^Δ8/Δ8^ (*n* = 5) (Fig. 7A). All cell lines used in Fig. 6 were included. Analysis of transcriptomes of KPC and KC cell lines identified 1140 differentially expressed genes (DEGs) (679 upregulated and 431 downregulated) in the KPC/p53^R172H^ versus KC/p53-WT expressing cells (Fig. 7B). 

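Cdkn2a (chromosome 4, 89274471 to 89294653) and its neighbour Cdkn2b (chromosome 4, 89306289 to 89311032) had few or no reads in the KC lines and more in the KPC lines. Cdkn2a had no read in any KC line and stood at 668 ± 459 CPM (mean ± SD, n = 4) in KPC, at least 5077-fold higher against a floor of 3 counts over the KC group. The HISAT2 counts hold fewer of its reads, 270.2 ± 385 CPM in KPC and none in KC, at least 1646-fold higher. That mean rests on XKPC45.2J (839 CPM), with 69 in XKPC55.2C, 5.26 in XKPC55.2J and 168 in XKPC63.1A. Cdkn2b stood at 61.3 ± 45.5 CPM against 0.813 ± 1.41 (n = 3), but KPC XKPC55.2J had only 3.30 beside 2.44 in KC XKPC37.7I. Adora1, an adenosine receptor, and Cfi, a complement protease, also had no read in KC. By the KPC mean they were at least 259.8-fold and 124-fold higher, or 227-fold and 84.9-fold with HISAT2 counts. Cfi was not read above the floor in KPC XKPC55.2J (0.275 CPM, 2 counts), against 12.4 to 35.8 CPM in the other KPC lines. Fbln1 (chromosome 15, 85205949 to 85286535), which encodes the matrix protein fibulin-1, rose from 0.108 ± 0.0933 to 9.41 ± 5.06 CPM (log2 fold change 6.39, SE 0.83, adjusted p = 0.00985). The receptor phosphatase Ptpru, Cmtm8 and the oxidase activator Noxa1 had fitted log2 fold changes of 8.03, 7.12 and 6.79. Fbln1, Ptpru and Noxa1 had at most 1 count in each KC line, so their fitted changes start under the floor of 3. Noxa1 stood at 23.5 CPM in XKPC45.2J and 0.311 to 2.34 in the other KPC lines. In XKPC55.2J, Ptpru stood at 0.412 CPM and Cmtm8 at 5.22, against 9.58 to 42.3 and 61.6 to 136 in the other KPC lines. Cmtm8 had 1.79 CPM in KC XKPC37.7I. Matrix genes were among the largest decreases. The collagen VI chain Col6a3 (chromosome 1, 90765923 to 90843971) fell from 214 ± 338 CPM in KC to 0.259 ± 0.168 in KPC (log2 fold change -9.60, SE 1.73, adjusted p = 0.0562). Its KC level came from 2 of the lines, 604 CPM in XKPC34.8D and 36.8 in XKPC19.2G, with 0.650 in XKPC37.7I. The proteoglycan gene Bgn, the collagen V chain Col5a2, the surface protein Cd109, the homeobox gene Dlx1, the growth factor Ptn, the microtubule protein Map1a and the peptide hormone Apln had log2 fold changes from -8.57 to -5.07. In all, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 89 genes higher and 93 lower in KPC. In total 2366 of the 13483 genes had an unadjusted p under 0.05, where chance gives 674. Of all these genes, 1540 (11.4%) had no overlap between KPC and KC lines, where chance gives 5.71%. Single lines decide the count, with 667 higher and 422 lower without KC XKPC37.7I, 208 and 212 without KPC XKPC63.1A. They were 3 and 0 without KC XKPC19.2G or KC XKPC34.8D, and 5 and 0 without KPC XKPC45.2J, when 1863, 1614 and 1722 genes had an unadjusted p under 0.05. Fbln1 was called without any 1 line. As for the other genes named here, these calls were lost: all of them without KC XKPC19.2G (0.122 to 0.340) or KC XKPC34.8D (0.102 to 0.435); all but Cdkn2a and Noxa1 without KPC XKPC45.2J (0.153 to 0.224); Cmtm8, Ptn, Map1a and Apln without KPC XKPC55.2C (0.101 to 0.116); Bgn, Ptn, Map1a and Apln without KPC XKPC55.2J (0.101 to 0.112) (range of adjusted p). Fitted to the KPC and KC lines alone, edgeR called 0 genes, although 1397 had an unadjusted p under 0.05. DESeq2 called 696 genes higher and 474 lower on all lines.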

Gene set enrichment analysis (GSEA) showed increased expression of metabolic pathways (xenobiotic, fatty acid, and bile acid metabolism) in KPC cells (Fig. 7B and Supplementary Fig. S7A, B). In contrast, KC cells showed increased expression of cell-cycle (G2M checkpoint, E2F targets and mitotic spindle) and epithelial–mesenchymal transition (EMT) genes. 

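Akr1c13 (chromosome 13, 4191184 to 4205596), an aldo-keto reductase, and Gclc (chromosome 9, 77754535 to 77794485), which makes the rate-limiting enzyme of glutathione synthesis, were the xenobiotic metabolism genes past the threshold. Akr1c13 rose from 12.2 ± 8.23 CPM in KC to 83.0 ± 37.8 in KPC (log2 fold change 2.75, SE 0.57, adjusted p = 0.0670), and Gclc rose from 52.4 ± 7.18 to 129 ± 46.1 (log2 fold change 1.30, SE 0.30, adjusted p = 0.0809). Over the whole xenobiotic list, 71 of 82 genes had a positive fold change, with a median log2 fold change of 1.22. In the list of peroxisome and bile acid genes, 51 of 65 were positive (median 0.47). Pecr (chromosome 1, 72259167 to 72284314), a peroxisomal reductase of fatty acid elongation, rose from 22.0 ± 7.33 to 56.0 ± 7.38 CPM (log2 fold change 1.35, SE 0.25, adjusted p = 0.0562). Of the fatty acid oxidation genes, 56 of 68 were positive (median 0.49). edgeR called 0 of them singly, with 17 higher and 1 lower at an unadjusted p under 0.05 and 12 and 1 called by DESeq2. Adjusted over the list alone, 17 xenobiotic, 11 peroxisome and bile acid, and 13 fatty acid genes were higher, and 1 fatty acid gene was lower. The respiratory chain list did not pass (42 of 65 positive, median 0.15, camera adjusted p = 0.216). Mitochondrial counts made up 1.92% to 5.88% of each KPC library and 1.34% to 1.52% of each KC library, without overlap, and this was not tested. The respiratory chain gene Cox4i1, a subunit of cytochrome oxidase, rose from 253 ± 47.9 to 449 ± 102 CPM (log2 fold change 0.83, SE 0.21, adjusted p = 0.0992). Camera gave adjusted p = 4.56e-09 for xenobiotic metabolism, 4.41e-05 for fatty acid oxidation and 0.000339 for peroxisome and bile acid genes. These were 0.331, 0.377 and 0.331 with an estimated correlation. With 1 surrogate variable the fatty acid and bile acid lists did not pass (0.110 and 0.121). Gene calls were lost as follows: all 4 without KC XKPC19.2G (0.158 to 0.264), KC XKPC34.8D (0.144 to 0.261) or KPC XKPC45.2J (0.117 to 0.219); Cox4i1 without KPC XKPC55.2C (0.113) or KPC XKPC55.2J (0.101). 2 of the 3 KC lines were mesenchymal in their expression, so KPC was also set against the epithelial line KC XKPC37.7I alone, a comparison chosen after that state was seen. The medians were then 1.20, 0.39 and 0.34 (adjusted p = 5.52e-05, 0.00351 and 0.0645, with the 1 KC line assumed to vary like the other groups).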

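Genes of the mitotic spindle and of cell division were lower in KPC lines than in KC lines. Ndc80 (chromosome 17, 71496100 to 71526857), which ties kinetochores to microtubules, fell from 76.6 ± 17.5 CPM in KC to 30.9 ± 4.54 in KPC (log2 fold change -1.31, SE 0.24, adjusted p = 0.0562). Kif15 (chromosome 9, 122951081 to 123018725), a spindle motor, fell from 94.6 ± 15.1 to 20.3 ± 14.1 (log2 fold change -2.22, SE 0.45, adjusted p = 0.0670). Anln, which acts in the contractile ring, and the spindle protein Hmmr fell as well (log2 fold changes -1.29 and -1.22), as did the E2F targets Blm, a helicase (-0.98), and Cdc7, a kinase that fires replication origins (-1.57). Among the G2M list, 82 of 87 genes had a negative fold change (median -0.78), and among the E2F list 82 of 94 (-0.69). Of these, 7 and 2 were past the threshold over all genes, and 34 and 23 were lower adjusted over the list alone. The decrease was not uniform, since KPC XKPC55.2C held a mean of 5.46 log2 CPM over the E2F list, as high as KC lines (5.26 to 5.63). Of the EMT list, 89 of 127 genes were negative (median -0.97), 8 fell and 1, Fbln1, rose, while 33 were lower and 3 higher adjusted over the list alone. Col1a2 (chromosome 6, 4504814 to 4541544), a chain of collagen I, fell from 794 ± 747 CPM to 0.427 ± 0.853 (log2 fold change -10.75, SE 2.00, adjusted p = 0.0562). KC XKPC19.2G and XKPC34.8D had the highest EMT and lowest epithelial levels of all 16 lines (EMT 5.25 and 5.55 log2 CPM), while KC XKPC37.7I stood at 3.57, among the other genotypes. Camera's adjusted p was 2.47e-22 for G2M, 2.56e-14 for E2F, 3.59e-05 for EMT and 0.0478 for MYC targets (46 of 67 negative, median -0.15). With an estimated correlation they were 0.331, 0.331, 0.377 and 0.759. The MYC call was also lost without KC XKPC34.8D (0.279), KC XKPC37.7I (0.127), KPC XKPC55.2J (0.444) or KPC XKPC63.1A (0.114), and with HISAT2 counts (0.0865), DESeq2 (0.0536) or GSEA (0.669). With 1 surrogate variable the EMT list did not pass (0.475). Calls of the genes named here were lost as follows: all 7 without KC XKPC19.2G (0.158 to 0.202), KC XKPC34.8D (0.144 to 0.314) or KPC XKPC45.2J (0.153 to 0.224); Hmmr, Blm and Cdc7 without KPC XKPC55.2J (0.107 to 0.113). Against KC XKPC37.7I alone, the medians were -0.82 for G2M, -0.71 for E2F and 0.57 for EMT (adjusted p = 2.43e-18, 1.73e-13 and 0.902, with the 1 KC line assumed to vary like the other groups).

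**Figure D1:**
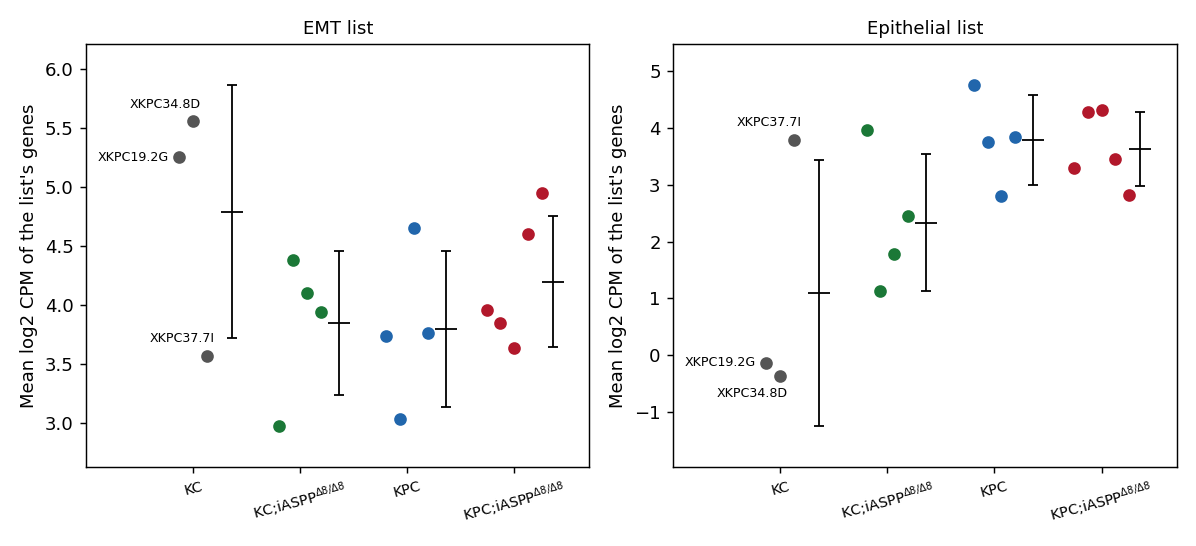
Mean log2 CPM over the genes of the EMT list (left) and the epithelial list (right) in each of the 16 lines, with mean and SD per genotype and KC lines named. The epithelial list stood at -0.14 in KC XKPC19.2G, -0.37 in KC XKPC34.8D and 3.80 in KC XKPC37.7I.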

Metabolic pathways are associated with the classical subtype of PC, and enrichment of EMT and E2F targets are features of basal-like PC, consistent with KPC and KC cell lines sharing features of classical and basal-like PCs, respectively [38].

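Foxa3 (chromosome 7, 19013284 to 19023538) and Gata6 (chromosome 18, 11052510 to 11085635), transcription factors of endoderm that mark the classical subtype, were higher in KPC lines. Foxa3 rose from 0.696 ± 0.573 CPM in KC to 30.8 ± 3.61 in KPC (log2 fold change 5.45, SE 0.91, adjusted p = 0.0487). Gata6 rose from 7.73 ± 4.61 to 69.8 ± 41.0 (log2 fold change 3.18, SE 0.61, adjusted p = 0.0576). Of the classical genes, 40 of 43 had a positive fold change (median 1.65), 2 past the threshold over all genes and 3 adjusted over the list alone. Epithelial genes moved the same way, 50 of 52 positive (median 1.58), but edgeR called 0 of them, with 6 higher at an unadjusted p under 0.05 and 4 called by DESeq2. Besides, 14 of 18 duct cell markers were positive (median 0.91). The pancreatic factor Pdx1 (log2 fold change 1.65, adjusted p = 0.167), Klf5 (1.84, 0.189) and the keratins Krt8 (0.42, 0.854), Krt18 (0.85, 0.469) and Krt19 (1.64, 0.562), which the paper lists as genes of classical PC, did not pass in edgeR. DESeq2 called Pdx1 (adjusted p = 0.0529) and Klf5 (0.0637) higher in KPC, and none of these keratins. Basal-like genes were split, 15 positive and 18 negative with a median of -0.12 (camera adjusted p = 0.522). Trp63, a factor of the squamous state, stood at 1.24 ± 1.40 CPM in KC and 0.366 ± 0.731 in KPC (adjusted p = 0.564). Except where DESeq2 is named, the gene values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Camera gave adjusted p = 1.80e-11 for the classical, 1.12e-11 for the epithelial and 0.00352 for the duct list. Those were 0.331, 0.331 and 0.377 with an estimated correlation. The duct call was lost without KC XKPC19.2G (adjusted p = 0.0676), with DESeq2 (0.0558), GSEA (0.227) or 1 surrogate variable (0.133). Calls were lost for both Foxa3 and Gata6 without KC XKPC19.2G (0.161 to 0.177), KC XKPC34.8D (0.155 to 0.193) or KPC XKPC45.2J (0.117 to 0.153). Set against KC XKPC37.7I alone, KPC lines had a median of 0.52 over the classical genes and 0.21 over the epithelial genes (adjusted p = 0.748 and 0.902, with the 1 KC line assumed to vary like the other groups).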

**Fig. 7:**
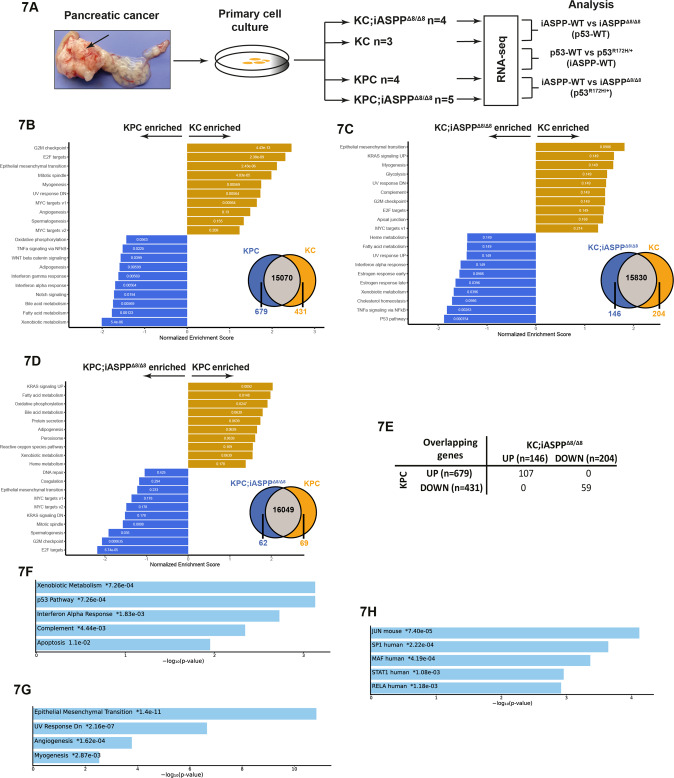
iASPP deletion or p53 mutation on a KC background induces profound transcriptional overlap of inflammatory genes. **A** Schematic diagram for the derivation of primary pancreatic cancer cell lines and RNA-seq analysis for KC, KC;iASPP^Δ8/Δ8^, KPC, and KPC;iASPP^Δ8/Δ8^ mice. **B** GSEA for KPC (blue) and KC (orange) and number of enriched genes in KPC and KC cell lines. **C** GSEA for KC;iASPP^Δ8/Δ8^ (blue) and KC (orange) and number of enriched genes in KC;iASPP^Δ8/Δ8^ and KC cell lines. **D** GSEA for KPC;iASPP^Δ8/Δ8^ (blue) and KPC (orange) and number of enriched genes in KPC;iASPP^Δ8/Δ8^ and KPC cell lines. **E** Overlapping upregulated and downregulated DEGs in KC;iASPP^Δ8/Δ8^ and KPC cell lines relative to KC. **F** Top 5 hallmark gene sets enriched for overlapping upregulated genes in the KC;iASPP^Δ8/Δ8^ and KPC DEGs. **G** Top 4 hallmark gene sets enriched for overlapping downregulated genes in the KC;iASPP^Δ8/Δ8^ and KPC DEGs. **H** Top 5 transcription factors represented by overlapping genes from upregulated KC;iASPP^Δ8/Δ8^ and KPC DEGs from the TRRUST transcription factor database.

Comparing transcriptomes of KC;iASPP^Δ8/Δ8^ versus KC cells revealed 350 DEGs (146 upregulated and 204 downregulated) in KC;iASPP^Δ8/Δ8^. 

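Lhx9 (chromosome 1, 138825186 to 138848577), a developmental homeobox gene, had the smallest adjusted p of this comparison. It fell from 7.30 ± 3.68 CPM in KC (mean ± SD, n = 3) to 0.378 ± 0.356 in KC;iASPPΔ8/Δ8 (n = 4; log2 fold change -4.20, SE 0.59, adjusted p = 0.0482). The WNT antagonist Dkk2 (chromosome 3, 132085292 to 132180304) fell from 62.3 ± 53.3 to 0.230 ± 0.278 CPM (adjusted p = 0.0973). Armcx2, of the armadillo repeat family, fell from 74.3 ± 62.7 to 0.0313 ± 0.0625 (adjusted p = 0.0653), with 2.44 CPM in KC XKPC37.7I against 103 and 118 in the other KC lines. Ap2s1 (chromosome 7, 16738410 to 16749294), an adaptor subunit of endocytosis, fell from 198 ± 9.85 to 17.5 ± 5.16 CPM (adjusted p = 0.0653) in the STAR counts. Its HISAT2 counts gave a log2 fold change of only -0.90 in place of -3.49. The collagens Col1a2 and Col6a3 made up the rest of the decreases, along with Fbxo17 (log2 fold change -4.20), a ubiquitin ligase subunit named after its values were seen. Higher in KC;iASPPΔ8/Δ8 were Flnb (chromosome 14, 7817957 to 7951588), an actin crosslinker (265 ± 101 to 784 ± 193 CPM, log2 fold change 1.56, SE 0.29, adjusted p = 0.0954) and the ubiquitin ligase Trim26 (chromosome 17, 36837134 to 36859398; 28.3 ± 8.97 to 103 ± 13.7 CPM). So were the uncharacterised 9330159F19Rik (7.46 on the log2 scale), Pcbp3, Gclc and Zmat3. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which called 6 genes higher and 7 lower and left 1183 genes at an unadjusted p under 0.05. Over all genes, 882 (6.54%) had no overlap between lines, where chance gives 5.71%. Calls of these genes were lost as follows: all 13 without KC;iASPPΔ8/Δ8 XIAK28.7D (0.115 to 0.269), KC;iASPPΔ8/Δ8 XIAK42.6B (0.123 to 0.244) or KC XKPC19.2G (0.171 to 0.363); all but Lhx9 without KC;iASPPΔ8/Δ8 XIAK28.8C (0.110 to 0.268); all but Lhx9, 9330159F19Rik and Gclc without KC;iASPPΔ8/Δ8 XIAK28.8B (0.110 to 0.183); all but Lhx9, Flnb and Zmat3 without KC XKPC34.8D (0.100 to 0.329) (range of adjusted p without Fbxo17). Leaving out KC XKPC37.7I raised the counts to 326 and 258. No gene was called without KC XKPC19.2G, KC;iASPPΔ8/Δ8 XIAK28.7D or KC;iASPPΔ8/Δ8 XIAK42.6B (935, 1200 and 1056 at an unadjusted p under 0.05). DESeq2 called 135 and 202 on all lines. Of the 13 calls, edgeR kept 2 with HISAT2 counts, 2 without X and Y genes, 2 without genes near Ppp1r13l, 2 with 1 surrogate variable and 1 with only the 2 groups. It called 0 genes with the KPC;iASPPΔ8/Δ8 lines of 1 mouse summed (1151 at an unadjusted p under 0.05). Without KC XKPC34.8D the counts were 3 and 1, without KC;iASPPΔ8/Δ8 XIAK28.8B 2 and 4, and without XIAK28.8C 1 and 2.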

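Targets of p53 were higher in KC;iASPPΔ8/Δ8 lines than in KC lines. Zmat3 (chromosome 3, 32334792 to 32366014), a p53 target that binds RNA, rose from 54.7 ± 17.2 to 143 ± 34.5 CPM (log2 fold change 1.39, SE 0.24, adjusted p = 0.0954). Cdkn1a, which encodes p21, stood at 254 ± 169.9 against 134 ± 63.7 CPM (adjusted p = 0.814). Mdm2, the ligase that degrades p53, stood at 284 ± 121 against 200.2 ± 56.9 (adjusted p = 0.728), so neither passed. Among direct p53 targets, 34 of 40 had a positive fold change (median 0.57), and 62 of 85 did in the broad p53 pathway list (median 0.44), with 1 gene of each past the threshold over all genes. Adjusted over the list alone, 8 of the direct targets were higher, and 8 of the pathway list were higher and 1 lower. Genes induced by TNFα through NF-κB leaned higher, 84 of 120 positive (median 0.39), though edgeR called 0 of them (11 higher and 7 lower at an unadjusted p under 0.05, 3 higher by DESeq2, 1 higher adjusted over the list alone). Mesenchymal and cell division genes leaned lower: 84 of 127 of the EMT list (median -0.39), 81 of 87 of the G2M list (-0.50) and 74 of 94 of the E2F list (-0.23). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the EMT genes Col1a2 (log2 fold change -13.18) and Col6a3 (-9.35) fell. Adjusted over the list alone, 27 EMT genes were lower and 4 higher. No G2M or E2F gene was called (11 and 4 lower at an unadjusted p under 0.05, 2 and 0 by DESeq2). Camera gave adjusted p = 4.77e-09 for direct p53 targets, 3.36e-06 for the p53 pathway, 0.0101 for TNFα, 2.14e-05 for EMT, 1.22e-13 for G2M and 2.14e-05 for E2F. With an estimated correlation the p53 lists held (0.0157 and 0.00503) and the others did not (0.540, 0.540, 0.517 and 0.540). The TNFα call was also lost without KC;iASPPΔ8/Δ8 XIAK28.8B (0.423) or KC XKPC34.8D (0.240), and the E2F call without KC;iASPPΔ8/Δ8 XIAK28.8B (0.116). The EMT call was lost with 1 surrogate variable (0.837). Set against the epithelial line KC XKPC37.7I alone, the KC;iASPPΔ8/Δ8 lines had medians of 0.83 for direct p53 targets, 0.31 for TNFα, 0.56 for EMT and -0.44 for G2M (adjusted p = 1.10e-06, 0.201, 0.300 and 2.71e-08, with the 1 KC line assumed to vary like the other groups).

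**Figure D2:**
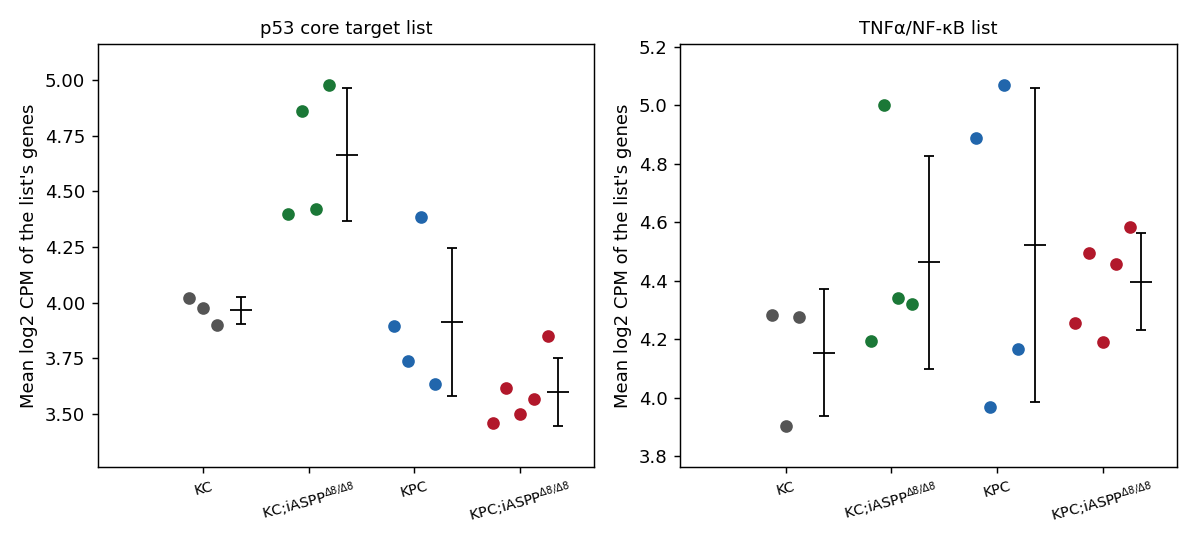
Mean log2 CPM over the direct p53 targets (left) and the TNFα list (right) in each of the 16 lines, with mean and SD per genotype. The p53 target level ran from 4.40 to 4.98 in KC;iASPPΔ8/Δ8, 3.90 to 4.02 in KC, 3.64 to 4.38 in KPC and 3.46 to 3.85 in KPC;iASPPΔ8/Δ8.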

Consistent with previous studies [6, 31], KC;iASPP^Δ8/Δ8^ transcriptomes showed enrichment of DEGs in p53 and TNFα inflammatory signalling pathways (Fig. 7C and Supplementary Fig. S7C, D) whereas KC transcriptomes were again enriched in EMT and cell-cycle related genes. Moreover, metabolic pathways were upregulated in KC;iASPP^Δ8/Δ8^ compared to KC cells in agreement with iASPP being a suppressor of classical PC. 

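The list of xenobiotic metabolism genes leaned higher in KC;iASPPΔ8/Δ8 lines, 55 of 82 with a positive fold change (median log2 fold change 0.55), and Gclc was the member past the threshold, alone also when adjusted over the list alone. Fatty acid oxidation genes leaned higher without passing (45 of 68 positive, median 0.11, camera adjusted p = 0.221), as did peroxisome and bile acid genes (39 of 65, 0.07, 0.520). Genes of sterol synthesis and uptake leaned lower, 34 of 50 negative (median -0.24, adjusted p = 0.141), and respiratory chain genes were near level (30 of 65 positive, -0.02, 0.663). Genes of the classical subtype were positive at 30 of 43 (median 0.93) and epithelial genes at 37 of 52 (median 0.66). Foxa3 stood at 2.56 ± 2.46 CPM in KC;iASPPΔ8/Δ8 (adjusted p against KC = 0.528), Pdx1 at 80.3 ± 31.7 (0.262) and Klf5 at 422 ± 109.8 (0.571), and none of them passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called Pdx1 higher (adjusted p = 0.0236) but not Foxa3 (0.274) or Klf5 (0.368). Camera called the xenobiotic (adjusted p = 0.00313), classical (3.55e-06) and epithelial (3.18e-05) lists, each at 0.540 with an estimated correlation. The xenobiotic call was lost without KC XKPC34.8D (0.0702) or with 1 surrogate variable (0.226), and the epithelial call without KC;iASPPΔ8/Δ8 XIAK28.7D (0.0715), KC XKPC19.2G (0.0580) or KC XKPC34.8D (0.149), with GSEA (0.107) or 1 surrogate variable (0.183). Against KC XKPC37.7I alone, the medians were 0.42 over xenobiotic, -0.42 over classical and -0.74 over epithelial genes (adjusted p = 0.234, 0.000345 and 1.48e-07, with the 1 KC line assumed to vary like the other groups), so the direction of the classical and epithelial lists turned with the KC lines used.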

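Tuba1a (chromosome 15, 98949841 to 98953551), a gene of α-tubulin, rose from 80.4 ± 18.5 CPM (mean ± SD, n = 4) in KPC to 351 ± 152 (n = 5) in KPC;iASPPΔ8/Δ8 (log2 fold change 2.13, SE 0.35, adjusted p = 0.0720). Tmem205 (chromosome 9, 21921010 to 21927535), a membrane protein, fell from 51.4 ± 12.1 to 16.6 ± 5.25 CPM (log2 fold change -1.63, SE 0.26, adjusted p = 0.0558). The zinc finger gene Zfp420 (chromosome 7, 29859979 to 29877292) fell from 9.03 ± 3.65 to 1.02 ± 0.328 (log2 fold change -3.13, SE 0.49, adjusted p = 0.0558). Ap2s1 fell too, from 145 ± 95.9 to 15.8 ± 4.80 CPM (log2 fold change -3.20), with 19.8 CPM in the intact KPC XKPC45.2J and a change of -0.76 in the HISAT2 counts. Among p53 targets, Cdkn1a (adjusted p = 0.387), Mdm2 (0.880) and the apoptosis gene Bax (0.670) did not pass. These were all the calls of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 higher and 3 lower. With the XIAK51.2A lines of 1 mouse summed edgeR called 0 and 1 (560 and 835 at an unadjusted p under 0.05), so that Tmem205 alone was kept. With all lines, 1744 genes had an unadjusted p under 0.05, and 588 (4.36%) had no overlap between lines, where chance gives 1.59%. Tuba1a was also among the 7 genes whose response to the deletion was higher with mutant than with wild-type p53, against 1 lower, when the difference itself was tested (log2 difference 3.63, SE 0.51, adjusted p = 0.0455). That test called 0 genes without KC;iASPPΔ8/Δ8 XIAK28.7D, KC XKPC19.2G, KC XKPC34.8D, KPC XKPC45.2J, KPC XKPC55.2J or KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH (1372 to 1847 at an unadjusted p under 0.05). The count rests on KPC XKPC63.1A, without which 198 genes were higher and 246 lower, and without any other line at most 1 and 2. Of these calls, all 4 were lost without KPC;iASPPΔ8/Δ8 XIAK49.1B (0.109 to 0.118), KPC;iASPPΔ8/Δ8 XIAK49.1E (0.206), KPC;iASPPΔ8/Δ8 XIAK52.1D (0.132 to 0.200), KPC XKPC55.2C (0.119), KPC XKPC55.2J (0.170 to 0.216) or KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH (0.207 to 0.234); Tuba1a and Tmem205 without KPC XKPC45.2J (0.267 to 0.272); Zfp420 and Ap2s1 without KPC;iASPPΔ8/Δ8 XIAK51.2A-LNMATCH (0.166) (range of adjusted p without Ap2s1). On all lines DESeq2 called 158 and 200.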

Only 131 DEGs (62 upregulated and 69 downregulated) were found between KPC and KPC;iASPP^Δ8/Δ8^, in agreement with iASPP being a potent inhibitor of p53 transcription. 

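Lists of DNA replication and mitosis leaned higher in KPC;iASPPΔ8/Δ8 lines than in KPC lines, with a positive fold change in 88 of 94 E2F targets (median 0.63) and 77 of 87 genes of the G2M list (median 0.53). Ndc80, the kinetochore gene, stood at 54.9 ± 13.3 CPM in KPC;iASPPΔ8/Δ8 and 40.4 ± 8.32 in KC;iASPPΔ8/Δ8, and its response to the deletion differed between the p53 backgrounds (log2 difference 1.75, SE 0.32, adjusted p = 0.0986), a call lost without KC;iASPPΔ8/Δ8 XIAK28.7D, KC XKPC19.2G, KC XKPC34.8D, KPC XKPC45.2J, KPC XKPC55.2J or KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH. The list of MYC targets and ribosome biogenesis leaned the same way (51 of 67, median 0.21). Metabolic lists leaned lower, with a negative fold change in 65 of 68 of the fatty acid list (median -0.39), 73 of 82 of the xenobiotic list (-0.67) and 56 of 65 of the peroxisome and bile acid list (-0.38), with 38 of 43 classical genes (-0.81). Direct p53 targets had a negative fold change at 28 of 40 (median -0.40). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes of these lists were called, although 33 E2F, 23 G2M and 7 MYC genes were higher at an unadjusted p under 0.05 and 11, 6 and 0 by DESeq2. Adjusted over the list alone, 26 E2F and 6 G2M genes were higher, and 10 fatty acid genes lower. Camera gave adjusted p = 3.67e-22 (E2F), 1.46e-16 (G2M), 0.00212 (MYC), 2.41e-08 (fatty acid), 8.52e-08 (xenobiotic), 0.000500 (bile acid), 0.00237 (classical) and 0.0246 (direct p53 targets). With an estimated correlation these were 0.263, 0.341, 0.734, 0.263, 0.291, 0.263, 0.734 and 0.341. Without KPC XKPC55.2J the MYC (0.0600) and p53 target (0.172) calls were lost, the latter also without KPC;iASPPΔ8/Δ8 XIAK49.1B (0.0842). With HISAT2 counts the p53 target call was lost (0.0911), and with GSEA the MYC call (0.205).

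**Figure D3:**
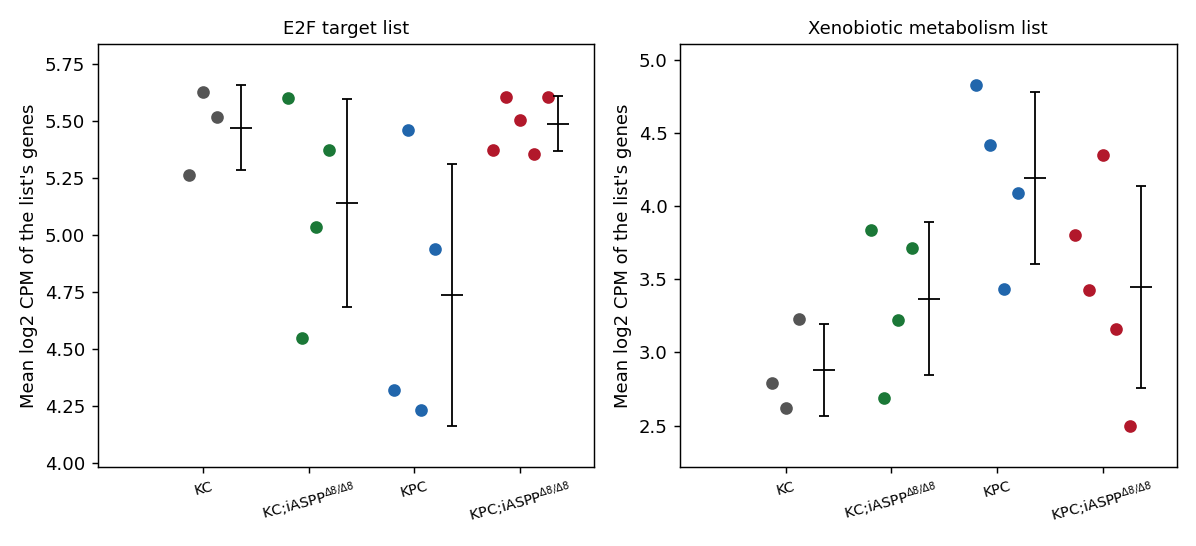
Mean log2 CPM over the E2F targets (left) and the xenobiotic metabolism list (right) in each of the 16 lines, with mean and SD per genotype. The E2F level ran from 5.35 to 5.61 in KPC;iASPPΔ8/Δ8, and in KPC stood at 4.23 in XKPC55.2J, 4.32 in XKPC45.2J, 4.94 in XKPC63.1A and 5.46 in XKPC55.2C, the last within the range of KPC;iASPPΔ8/Δ8.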

Upregulated genes observed in KPC;iASPP^Δ8/Δ8^ cells compared to KPC cells are cell cycle-related genes (E2F targets, G2M checkpoint, MYC targets) (Fig. 7D and Supplementary Fig. S7E, F).

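Ccng1, the gene of cyclin G1 and a target of p53, stood at 114 ± 33.1 CPM in KC;iASPPΔ8/Δ8, 55.3 ± 13.6 in KC and 25.0 ± 5.06 in KPC. It was lower in KPC than in KC (log2 fold change -1.15, SE 0.25, adjusted p = 0.0778), and not past the threshold in KC;iASPPΔ8/Δ8 (1.04, 0.236). The KPC call was lost without KC XKPC19.2G (0.174), KC XKPC34.8D (0.261) or KPC XKPC45.2J (0.173). Zmat3, called higher in KC;iASPPΔ8/Δ8, stood at 31.8 ± 5.29 CPM in KPC, a log2 fold change of -0.78 against KC (adjusted p = 0.140). Tmem136, named after its values were seen, had no read in KC;iASPPΔ8/Δ8 and 0.728 ± 0.0767 CPM in KC against 5.21 ± 2.81 in KPC. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes were called in opposite directions in the 2 comparisons against KC, and 7 had opposite signs at an unadjusted p under 0.05 in both. DESeq2 called 3, namely Ccng1, Tmem136 and Zmat3.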

Surprisingly, when comparing overlapping DEGs in KPC (mutant p53) and KC;iASPP^Δ8/Δ8^ (WT p53), we identified no genes that were up in KC;iASPP^Δ8/Δ8^ and down in KPC or vice versa (Fig. 7E). In contrast, we identified 107 DEGs that are upregulated in both KC;iASPP^Δ8/Δ8^ and KPC cells in comparison to KC cells. Specifically, 73% of upregulated DEGs (107/146) were also found in KPC cells. Similarly, 29% downregulated KC;iASPP^Δ8/Δ8^ DEGs (59/204) are common with KPC cells. 

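Gclc, the glutathione synthesis gene, and Pcbp3 (chromosome 10, 76761857 to 76961887), which binds C-rich RNA, were the genes higher than KC in both genotypes. Gclc reached 174 ± 61.6 CPM in KC;iASPPΔ8/Δ8 (log2 fold change 1.73, SE 0.30, adjusted p = 0.0954). Pcbp3 rose from 2.36 ± 1.20 CPM in KC to 11.4 ± 4.54 in KC;iASPPΔ8/Δ8 (log2 fold change 2.27, SE 0.43, adjusted p = 0.0973) and 10.4 ± 2.61 in KPC (log2 fold change 2.14, SE 0.43, adjusted p = 0.0662). Btg2, an antiproliferative p53 target, rose in KPC from 3.67 ± 2.19 to 22.7 ± 9.37 CPM (adjusted p = 0.0670) and stood at 25.7 ± 7.49 in KC;iASPPΔ8/Δ8, where it missed the threshold (adjusted p = 0.119). Against the 2 shared calls of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, independent lists of these sizes would share 0.0396 genes. The lists are not independent, since both comparisons use the same KC lines. At an unadjusted p under 0.05 the comparisons shared 312 higher genes, and DESeq2 shared 83. The edgeR count was 290 without KC XKPC37.7I, 3 without KPC XKPC55.2C or KPC XKPC55.2J. It was 1 without KC XKPC34.8D or KC;iASPPΔ8/Δ8 XIAK28.8C, and 0 without KC XKPC19.2G, KPC XKPC45.2J, KPC XKPC63.1A, KC;iASPPΔ8/Δ8 XIAK28.7D or KC;iASPPΔ8/Δ8 XIAK42.6B (from 241 to 314 at an unadjusted p under 0.05).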

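As a share, Gclc and Pcbp3 were 33.3% of the 6 genes called higher in KC;iASPPΔ8/Δ8. Of those 6 genes 5 also had a higher mean in KPC than in KC, 4 of them at an unadjusted p under 0.05. Flnb, which had the highest level of the 6, stood at 310.2 ± 67.1 CPM in KPC, a log2 fold change of 0.22 against KC that did not pass edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.705). Trim26 had a log2 fold change of 0.81 (adjusted p = 0.230). Over genes at an unadjusted p under 0.05, the share was 55.9% of 558, and among DESeq2 calls 61.5% of 135.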

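Col1a2 and Col6a3, the collagen genes, were lower than KC in both genotypes, 28.6% of the 7 genes called lower in KC;iASPPΔ8/Δ8. Col1a2 stood at 1484 CPM in KC XKPC19.2G, 898 in KC XKPC34.8D and 0.163 in KC XKPC37.7I, and at 0.0634 ± 0.127 in the KC;iASPPΔ8/Δ8 lines, while Col6a3 stood there at 0.305 ± 0.325. Each decrease was thus measured against the mesenchymal KC lines. Without KC XKPC19.2G, KC XKPC34.8D, KPC XKPC45.2J, KPC XKPC63.1A, KC;iASPPΔ8/Δ8 XIAK28.7D, XIAK28.8C or XIAK42.6B edgeR's quasi-likelihood test called 0 genes lower in both genotypes (from 190 to 284 at an unadjusted p under 0.05). They were 1 without KC;iASPPΔ8/Δ8 XIAK28.8B, 3 without KPC XKPC55.2C and 142 without KC XKPC37.7I. Dkk2 stood at 2.16 ± 1.80 CPM in KPC (log2 fold change -4.85, Benjamini-Hochberg adjusted p = 0.103), and Lhx9 at 12.1 ± 4.20, above KC (0.72, 0.485). With all lines, 285 genes were lower in both at an unadjusted p under 0.05 (45.6% of 625) and 90 by DESeq2 (44.6% of 202).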

The extensive overlap of up and downregulated genes in KPC and KC;iASPP^Δ8/Δ8^ relative to KC cells suggest that iASPP deletion and p53 mutation on the KC background may acquire a common mechanism to bypass WT p53’s tumour suppressive function.

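Bgn, the proteoglycan gene, stood at 383 ± 651 CPM in KC, 1.01 ± 0.847 in KPC and 0.671 ± 0.761 in KC;iASPPΔ8/Δ8, and the spindle motor Kif15 at 49.6 ± 17.2 in KC;iASPPΔ8/Δ8. The KC level of Bgn came from XKPC34.8D (1134.5 CPM), with 12.8 in XKPC19.2G and 2.11 in XKPC37.7I. Direct p53 targets were lower in KPC than in KC;iASPPΔ8/Δ8 at 31 of 40 (median log2 fold change -0.48, camera adjusted p = 6.89e-10, 0.0119 with an estimated correlation). Since both comparisons use the same 3 KC lines, part of any overlap comes from the shared controls. In 20 simulations with unchanged groups and shared controls, the comparisons shared 119 higher genes (91 to 138) and 54.0 lower genes (40 to 66) at an unadjusted p under 0.05, below those observed. The simulations also left fewer genes at that p in each comparison (645 against 1183 in KC;iASPPΔ8/Δ8, 633 against 2366 in KPC). They drew genes independently, with the same dispersion of a gene in every genotype. Lines that shift many genes together, such as the mesenchymal KC lines, were thus not simulated. The excess over the simulations does not show an overlap beyond that of the shared controls. Over all genes, fold changes had the same sign at 73.0%, against 69.5% simulated (68.8% to 70.0%), and a correlation of 0.661 against 0.586. At an unadjusted p under 0.05 in both, the same sign was shared by 98.8%, against 99.7% simulated, so that share comes with the controls. Separate controls would hold 2 KC lines and 1, and that fit was not made. From the overlap of DEGs in both directions (Fig. 7E), the paper proposes that iASPP deletion and p53 mutation share a mechanism by which cells with oncogenic KRAS escape tumour suppression by wild-type p53.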

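At an unadjusted p under 0.05 in both comparisons against KC, 7 of 40 direct p53 targets were higher in KC;iASPPΔ8/Δ8 and in KPC, where chance gives 0.926. They were the hydrolase Abhd4, Btg2, the dicarbonyl reductase Dcxr, the DNA damage sensor Ddb2, the adhesion protein Ninj1, the BH3-only apoptosis gene Pmaip1 and the autophagy gene Trp53inp1. The whole list of direct p53 targets had a median log2 fold change of -0.14 in KPC against KC, so as a whole it was not higher there. Numbers by chance and the exact tests take genes as independent, while both comparisons use the same KC lines. Xenobiotic genes numbered 8 of 82 (1.90 by chance), among them Aldh3b1, Cyp4b1 and Gsta1, which encode an aldehyde dehydrogenase, a cytochrome P450 and a glutathione transferase. Apoptosis genes were 5 (Bmf, Cdkn1b, Hspb1, Pmaip1 and Sat1; 1.80 by chance), and interferon genes 2 (Irf7 and Wars). A one-sided Fisher's exact test gave Benjamini-Hochberg adjusted p = 0.000964 for direct p53 targets, 0.00224 for the p53 pathway (9 genes), 0.00606 for xenobiotic metabolism, 0.115 for apoptosis and 1 for interferon response. Past the threshold over all genes in edgeR's quasi-likelihood test the shared genes were Gclc and Pcbp3. No list passed (xenobiotic metabolism, which holds Gclc, adjusted p = 0.182 by the exact test). Among genes shared in DESeq2, the p53 pathway (Btg2, Dcxr, Sat1 and Trp53inp1), the direct p53 targets and xenobiotic metabolism each had adjusted p = 0.0117 by the exact test, apoptosis 1 and interferon response 1. These genes were named for being members of the overlap, after their values were seen.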

GSEA of overlapping DEGs between KC;iASPP^Δ8/Δ8^ and KPC cells revealed that genes involved in p53/apoptosis, interferon response, and xenobiotic metabolism were significantly enriched (Fig. 7F). Conversely, among the commonly downregulated DEGs, the EMT pathway was the most enriched (Fig. 7G), consistent with KPC and KC;iASPP^Δ8/Δ8^ cells having features of classical PCs. 

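Col1a2 and Col6a3 are both genes of the EMT list, which was the most enriched among genes lower in KC;iASPPΔ8/Δ8 and in KPC (2 of 2 called genes, one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00264). Fibroblast markers followed through Col1a2 alone (adjusted p = 0.0178, exact test). At an unadjusted p under 0.05, 23 of 127 EMT genes were lower in both genotypes, 2.68 by chance (exact test, adjusted p = 5.85e-14). So were 9 G2M genes (adjusted p = 0.000900) and 4 angiogenesis genes (adjusted p = 0.0230). S100a4, a calcium-binding protein of mesenchymal cells, fell in KPC from 7205 ± 5422 to 353 ± 267 CPM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change -4.35, SE 1.01, adjusted p = 0.0848). It stood at 878 ± 1115 in KC;iASPPΔ8/Δ8 (adjusted p = 0.325), and the KPC call was lost without KC XKPC19.2G (0.188), KC XKPC34.8D (0.246), KPC XKPC45.2J (0.202) or KPC XKPC55.2J (0.114). Angiogenesis genes as a whole had a median above 0 but a mean below it in both comparisons (0.13 and -0.59 in KPC, 0.21 and -0.45 in KC;iASPPΔ8/Δ8), and camera called neither, though GSEA called KPC (0.0324). The KC lines XKPC19.2G and XKPC34.8D were mesenchymal in expression. The third, XKPC37.7I, had fewer EMT transcripts than 3 of the 4 KC;iASPPΔ8/Δ8 lines and 3 of the 4 KPC lines. Both comparisons use these KC lines, and the exact test takes genes as independent. Its p-values thus cannot tell an overlap by genotype from a shift of many EMT genes in the shared KC lines.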

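Transcripts of Jun, a subunit of AP1, stood at 229 ± 223 CPM in KC, 66.2 ± 22.3 in KC;iASPPΔ8/Δ8 and 44.2 ± 30.8 in KPC. Neither difference passed edgeR's quasi-likelihood test (log2 fold changes -1.79 and -2.37, Benjamini-Hochberg adjusted p = 0.435 and 0.121). DESeq2 called Jun lower in KPC (adjusted p = 0.0177) but not in KC;iASPPΔ8/Δ8 (0.187). Junb leaned the other way (234 ± 226, 436 ± 155 and 579 ± 413 CPM), and Rela, the NF-κB subunit, was level (164 ± 28.3, 165 ± 34.9 and 172 ± 34.2 CPM). Sp1, Maf and Stat1 did not pass in either genotype. Genes induced by AP1 and higher in both genotypes at an unadjusted p under 0.05 were Areg, an EGF receptor ligand, the membrane linker Ezr, Gclc and the matrix metalloproteinase genes Mmp10 and Mmp13 (5 of 43, 0.995 by chance). RELA targets gave 1, Bcl3, while the wider TNFα list gave 9 of 120, among them Areg, Bcl3, Btg2 and the scavenger receptor Olr1. One-sided Fisher's exact tests gave adjusted p = 0.0181 for AP1 targets, 0.0141 for the TNFα list and 1 for RELA targets. Among the shared calls past the threshold over all genes no list passed (AP1 targets, through Gclc, adjusted p = 0.182, exact test). DESeq2's shared genes gave 0.0117 for AP1 targets (Areg, Gclc and Mmp13), 0.143 for TNFα and 1 for RELA targets by the same exact test. Genes of the overlap were named after their values were seen. Here too the exact tests take genes as independent, and both comparisons use the same KC lines. Over whole lists, camera on the edgeR fit gave 0.106 in KC;iASPPΔ8/Δ8 and 0.570 in KPC for AP1 targets and 0.229 and 0.0710 for RELA targets, none past its threshold. AP1 targets passed in KC;iASPPΔ8/Δ8 with DESeq2 (0.0458), GSEA (0.0367), 1 surrogate variable (0.0123) and without XIAK28.8C (0.0425). RELA targets passed in KPC with GSEA (0.0346), 1 surrogate variable (0.00727), no filter on counts (0.00353) and without KC XKPC19.2G (0.0294) or KPC XKPC55.2C (0.0125).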

Finally, analysis of the 96 commonly upregulated DEGs identified AP1 (JUN) and NF-κB (RELA) among the top 5 TFs that can regulate the expression of the identified DEGs (Fig. 7H).

Knowing that iASPP is an inhibitor of inflammation and a binding partner and inhibitor of p65RelA/NF-κB [39] and JunB/JunD/AP1 [31], we tested whether iASPP may control the expression levels and cellular localisations of p65RelA or JunB/JunD to inhibit the NF-κB or AP1 induced inflammatory response in vivo. We performed immunohistochemical staining of AP1 components JunB and JunD and phosphorylated p65RelA (p-p65RelA, a transcriptionally active form of p65RelA) in mouse PC sections (Supplementary Fig. S7G–I). In KC, KC;iASPP^Δ8/Δ8^, and KPC tissues, JunB, JunD and nuclear p-p65RelA are not expressed in morphologically normal acini but are readily detectable in metaplastic lesions and pancreatic cancer cells. However, iASPP status had minimal impact on the levels and cellular localisations of JunB, JunD and p-p65RelA in the PC sections examined. Although the precise mechanisms by which iASPP suppresses NF-κB and AP1 transcription remains unknown, the data shown in this study illustrate that iASPP is a potent suppressor of inflammation and that, unexpectedly, iASPP deletion and p53 mutation in KC background use overlapping NF-κB and AP1 transcriptional pathways to induce inflammation.

## Discussion

The tumour suppressor p53 is mutated in around 50% of human cancers. A key question is how p53 loses its tumour suppressive function in tumours containing wild-type p53. In an attempt to address this challenge, we unexpectedly found that iASPP, a known p53 inhibitor, is a paradoxical suppressor of inflammation and PC initiation. iASPP suppresses PC onset driven by either oncogene KRAS or by a combination of oncogenic KRAS^G12D^ and p53^R172H^, demonstrating its ability to suppress PC initiation independently of p53.

PC can be classified into classical-PC or squamous/basal-like, hereafter termed basal-like, subtypes based on transcriptomic features that inform response to chemotherapy and prognosis [35]. Classical PCs express many pancreatic developmental genes (*PDX1*, *KLF5*, *FOXA3* etc.) and keratins (19, 8, 18), whereas basal-like PCs express ΔNp63 targets and EMT genes that are associated with enhanced metastatic potential. Basal-like PCs are more metastatic compared to classical PCs which often exhibit well-differentiated phenotypes [40]. Interestingly, transcriptomic analysis of cell lines derived from PCs with various genotypes revealed that iASPP deletion or p53 mutation on the KRAS^G12D^ background induced profound expression of overlapping gene sets, many of which are found in classical PCs. This provides molecular evidence for how iASPP deletion induces well-differentiated classical PCs relative to KC mice, in agreement with our in vivo findings in both spontaneous and subcutaneous tumours. All these established iASPP as a suppressor of classical PCs and it can perform its suppressor function in a cell-intrinsic manner.

Although reduced survival in mouse PC models is often associated with poorly differentiated and highly metastatic cancers, high mortalities can also be caused by accelerated onset of well-differentiated PCs. For example, KC mice expressing mutant p53 (R172H/+; KPC) or deleted p53 (KC;p53null) have a similar median survival, but KPC mice develop markedly increased metastatic disease at necropsy compared to that of KC;p53null mice [41]. Similar to KC;p53-null, KC;iASPP^Δ8/Δ8^ mice have significantly reduced OS but exhibit no enhancement of metastatic potential compared to KC mice. Spontaneous PCs developed in KC;iASPP^Δ8/Δ8^ mice have higher propensity to develop lung metastasis than liver metastasis. This unusual metastatic organotropism is distinct from that observed in KPC or KC mice. Although it remains unclear how iASPP deletion can cause such a strong bias towards lung metastasis, it is consistent with iASPP as a tumour suppressor of well-differentiated PCs. Patients with lung metastasis PC tend to have a better prognosis than ones with liver metastasis [42, 43]. Intriguingly, classical PC expressing high iASPP is associated with good prognosis.

Elevated TGFα/EGFR/RAS/MAPK signalling and inflammation induce ADM in the pancreas to promote the formation of PanIN and PC development. Hence, suppressors of inflammation and/or key players of TGFα/EGFR/RAS/MAPK signalling pathways are likely to inhibit the formation of ADM, PanIN and PC initiation. In addition to binding and inhibiting p53, iASPP was also identified as a binding partner and inhibitor of p65RelA-NF-κB [39]. Recent identification of iASPP as a binding partner of JunB/D-AP1 places iASPP as a downstream effector of TGFα/EGFR/RAS/MAPK signalling pathway [31]. The findings that iASPP is required for TGFα/EGFR/RAS/MAPK-induced ADM in vitro but inhibits KRAS^G12D^-driven ADM in vivo suggest that the paradoxical suppressor role of iASPP is unlikely to be solely mediated through TGFα/EGFR/RAS/MAPK signalling pathway.

The existing data do not allow us to conclude whether iASPP favours the AP1 over NF-κB pathway, vice versa or via a combination of pathways. p65RelA is a key component of NF-κB signalling and is a known oncogene in haematological malignancies. Like many oncogenes and tumour suppressors, the oncogenic and tumour suppressive roles of p65RelA are highly tissue context-dependent [44]. Importantly, in an oncogenic KRAS-driven PC mouse model, similar to our present study, deletion of p65RelA accelerated the formation of ADM, PanINs and PC [45], a set of phenotypes similar to those observed following iASPP deletion in this study. However, concurrent deletion of p65RelA and p53 or p16, to abrogate oncogene-induced senescence, resulted in longer survival [45]. All these suggest that in the oncogenic KRAS-driven mouse PC model iASPP, as an inhibitor of p65RelA, is unlikely to modulate tumour initiation and progression solely via p65RelA.

Recent studies showed that iASPP deletion has a more profound effect on the AP1 pathway than the NF-κB pathway [31]. While we failed to identify any study that reports a specific deletion of JunD in an oncogenic KRAS-driven mouse PC model, a recent transgenic mice study reported that JunD is required in oncogenic KRAS-driven mouse lung tumour model [46]. AP1 is a key mediator of pancreatic inflammatory signalling and sensitises the pancreas to inflammatory stress and oncogenic KRAS signals [47, 48]. A recent study [32] showed that iASPP deletion accelerates oncogenic KRAS-driven lung tumorigenesis. Taken together, iASPP-JunB/D-AP1 axis might have a more profound impact on suppressing PC development than that of the iASPP-p65RelA-NF-κB axis (Fig. 8). Nonetheless, there are extensive functional cross-talks between NF-κB and AP1 and future studies are needed to pinpoint the precise signalling pathways that mediate iASPP’s tumour suppressive function.

**Fig. 8:**
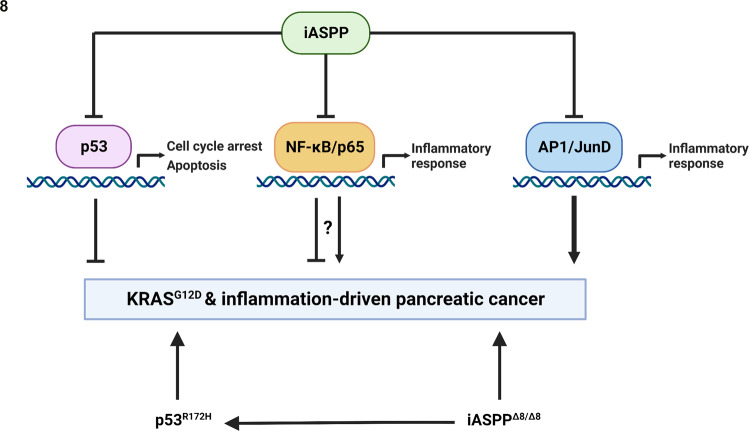
Schematic representation of the tumour suppressive role of iASPP in PC. iASPP is a paradoxical suppressor of tumour initiation in PDAC: although iASPP binds to and inhibits previously-identified tumour suppressive p53 and NF-κB/p65 pathways, iASPP additionally binds to JunD/AP1 and inhibits this inflammatory, oncogenic axis. Whilst the NF-κB/p65 pathway has been shown to be tumour suppressive, it is possible that its upregulation of the inflammatory response confers a dual and conflicting role in contributing to tumour initiation. Mutation of p53 (p53^R172H^) or deletion of iASPP (iASPP^Δ8/Δ8^) on a KRAS^G12D^ background leads to cancer initiation and likely does so through a similar pathway, as evidenced by the altered expression of an extensively overlapping gene set, comprised primarily of NF-κB and AP1-regulated inflammatory genes. The absence of iASPP in addition to p53 mutation leads to an acceleration of KRAS^G12D^-driven PDAC onset.

The fact that all cell lines derived from KC and KC;iASPP^Δ8/Δ8^ PC tumours contain both WT p53 sequence and transcriptional activity (Fig. S6C) supports the notion that iASPP deletion can accelerate PC onset without the need to mutate p53. Observed upregulation of the p53 signalling pathway in KC;iASPP^Δ8/Δ8^ cells compared to that in KC cells further support the WT p53 status and inhibitory function of iASPP in these cells. Surprisingly, KPC and KC;iASPP^Δ8/Δ8^ cell lines showed profoundly overlapping transcriptomes. Many of the altered gene sets are inflammatory-related gene targets of NF-κB and AP1. Despite unknown molecular mechanisms, both mutant p53 and iASPP can inhibit p53 transcription [6, 49] and previous studies have established extensive crosstalk between WT p53 and NF-κB and AP1 pathways. Thus, iASPP and mutant p53 may act similarly to selectively inhibit the expression of the same set of WT p53-NF-κB or/and p53-AP1 co-regulated target genes. Alternatively, the observed changes may be mediated via a p53-independent but directly NF-κB or/and AP1-dependent pathway. iASPP can bind and inhibit both NF-κB and AP1 through its ability to directly bind p65RelA and JunB/D. The same DNA binding defective mutant p53, p53^R175H^(human)/p53^R172H^(mouse), can activate NF-κB and accelerate inflammation-associated colon cancer [50, 51]. As iASPP can bind both WT and mutant p53 [6], it is possible that mutant p53 may bind iASPP, preventing iASPP from inhibiting NF-κB and AP1 activities. This hypothesis places iASPP downstream of mutant p53 and is consistent with the observation that iASPP deletion can accelerate PC onset in KPC mice.

Regardless, the present study identifies iASPP as a paradoxical suppressor of inflammation and oncogenic KRAS-driven PC tumorigenesis. The transcriptomic overlap of enhanced inflammatory genes caused by either iASPP deletion or p53 mutation supports the idea that elevated inflammation is a common mechanism for bypassing p53 tumour suppression. The results also present a tantalising possibility that mutant p53 might need to inhibit iASPP function to promote inflammation and tumorigenesis.

## Materials and methods

### Resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
p53	Leica Biosystems	Cat# NCL-L-p53-CM5p
iASPP	Ascites	LXO49.3
β-Tubulin	Santa Cruz	Cat# sc-5274
p21	Santa Cruz	Cat# sc-471
Actin	Santa Cruz	Cat# sc-47778
Bax	Cell Signaling Technology	Cat# 2772 S
Cytokeratin 8	DHSB	Cat# TROMA-I
Biotinylated Anti-Mouse antibody	Vector Labs	Cat# BA-9200-1.5
Biotinylated Anti-Rabbit antibody	Vector Labs	Cat# BA-1000-1.5
Biotinylated Anti-Rat antibody	Vector Labs	Cat# BA-9400-1.5
APC-Cy7 anti-CD3 (17A2)	BioLegend	Cat# 100221
PE-Cy5 anti-CD4 (RM4-5)	BioLegend	Cat# 100513
BV421 anti-CD4 (GK1.5)	BioLegend	Cat# 100437
FITC anti-CD4 (RM4-5)	eBioscience	Cat# 11-0042-82
APC anti-CD8α (53-6.7)	BioLegend	Cat# 100711
BV510 anti-CD8α (53-6.7)	BioLegend	Cat# 100751
BV785 anti-CD8α (53-6.7)	BioLegend	Cat# 100749
BV510 anti-CD11b (M1/70)	BioLegend	Cat# 101245
PerCP-Cy5.5 anti-CD11b (M1/70)	BioLegend	Cat# 101227
BV421 anti-CD11c (N418)	BioLegend	Cat# 117329
PE-Cy7 anti-CD11c (N418)	BioLegend	Cat# 117317
BV650 anti-CD19 (6D5)	BioLegend	Cat# 115541
BV510 anti-CD25 (PC61)	BioLegend	Cat# 102041
FITC anti-CD45 (30-F11)	BioLegend	Cat# 103107
PE/Dazzle 594 anti-CD49b (DX5)	BioLegend	Cat# 108923
PE-Cy7 anti-CD68 (FA-11)	BioLegend	Cat# 137015
BV421 anti-F4/80 (BM8)	BioLegend	Cat# 123131
BV711 anti-F4/80 (BM8)	BioLegend	Cat# 123147
BV785 anti-Ly6C (HK1.4)	BioLegend	Cat# 128041
PerCP-Cy5.5 anti-Ly6G (1A8)	BioLegend	Cat# 127615
Alexa Fluor 700 anti-MHCII (M5/114.15.2)	BioLegend	Cat# 107621
PE anti-TCRγδ (UC7-13D5)	BioLegend	Cat# 107507
Biological Samples		
Tissue Microarray of Human Pancreatic Disease	US Biomax	Cat# PA2081b
Chemicals, peptides, and recombinant proteins		
Rat Tail Collagen I	Gibco	Cat# A1048301
HBSS (10X)	Gibco	Cat# 14065056
RPMI 1640 Medium	Gibco	Cat# 11875093
Collagenase P	Roche	Cat# 11213857001
Soybean Trypsin Inhibitor (STI)	Sigma-Aldrich	Cat# T6522
Dexamethasone	Sigma-Aldrich	Cat# D4902
TGFα	PeproTech	Cat# 100-16 A
Caerulein	Sigma-Aldrich	Cat# C9026
Matrigel Basement Membrane Matrix	Corning	Cat# CLS356234
Nutlin-3a	Sigma-Aldrich	Cat# SML0580
Permeabilization Buffer	eBioscience	Cat# 00-8333-56
Critical Commercial Assays		
Mouse Cytokine Array Panel A - Proteome Profiler	R&D systems	Cat# ARY006
RNeasy Mini Kit	QIAGEN	Cat# 74106
RNase-Free DNase Set	QIAGEN	Cat# 79254
QuantSeq FWD 3’ mRNA-Seq Library Prep Kit	Lexogen	Cat# 015
Deposited Data		
Mouse pancreatic cell line RNA-seq	This paper	Raw data: deposited with GEO with accession GSE226595
Experimental Models: Cell lines		
KC-1: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Female	This paper	N/A
KC-2: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Male	This paper	N/A
KC-3: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Female	This paper	N/A
KC;iASPP^Δ8/Δ8^-1: Pdx1-Cre; Kras^G12D/+^; iASPP^Δ8/Δ8^; Sex Female	This paper	N/A
KC;iASPP^Δ8/Δ8^-2: Pdx1-Cre; Kras^G12D/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KC;iASPP^Δ8/Δ8^-3: Pdx1-Cre; Kras^G12D/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KC;iASPP^Δ8/Δ8^-4: Pdx1-Cre; Kras^G12D/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KPC-1: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Male	This paper	N/A
KPC-2: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Female	This paper	N/A
KPC-3: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Female	This paper	N/A
KPC-4: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; Sex Male	This paper	N/A
KPC;iASPP^Δ8/Δ8^-1: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KPC;iASPP^Δ8/Δ8^-2: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; iASPP^Δ8/Δ8^; Sex Female	This paper	N/A
KPC;iASPP^Δ8/Δ8^-3: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KPC;iASPP^Δ8/Δ8^-4: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
KPC;iASPP^Δ8/Δ8^-5: Pdx1-Cre; Kras^G12D/+^; p53^R172H/+^; iASPP^Δ8/Δ8^; Sex Male	This paper	N/A
Experimental Models: Organisms/Strains		
Mouse: C57BL/6J females (6-8 weeks)	Envigo	Cat# 57
Mouse: Athymic Nude-*Foxn1*^*nu*^ (6-8 weeks)	Envigo	Cat# 69
Mouse: KC; *Pdx1-Cre*; *Kras*^LSL-G12D/+^	[23]	N/A
Mouse: KPC; *Pdx1-Cre*; *Kras*^LSL-G12D/+^; *p53*^*R172H/+*^	[26]	N/A
Mouse: *iASPP*^*Δ8/Δ8*^	[37]	N/A
Mouse: KC;iASPP^Δ8/Δ8^; *Pdx1-Cre*; *Kras*^LSL-G12D/+^; *iASPP*^*Δ8/Δ8*^	This paper	N/A
Mouse: KPC;iASPP^Δ8Δ8^; P*dx1-Cre*; *KRAS*^+/LSL-G12D^; p53^R172H/+^; iASPP^Δ8/Δ8^	This paper	N/A
Software and Algorithms		
GraphPad Prism 8.3	GraphPad Prism Software	https://www.graphpad.com/scientific-software/prism/
NDP.scan version 2.8.24	Hamamatsu, Japan	https://www.hamamatsu.com/eu/en/product/life-science-and-medical-systems/digital-slide-scanner/U12388-01.html
NDP.view2 version 2.8.24	Hamamatsu, Japan	https://www.hamamatsu.com/eu/en/product/life-science-and-medical-systems/digital-slide-scanner/U12388-01.html
FlowJo	FlowJo	https://www.flowjo.com/solutions/flowjo/downloads
Enrichr	Ma’ayan Lab	https://maayanlab.cloud/Enrichr/
TCGABiolinks 2.24.3	Bioconductor R package	https://academic.oup.com/nar/article/44/8/e71/2465925?login=true
edgeR 3.38.0	Bioconductor R package	https://academic.oup.com/bioinformatics/article/26/1/139/182458?login=true
GSVA 1.44.0	Bioconductor R package	https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-14-7
Cluster 2.1.3	CRAN	https://cran.r-project.org/web/packages/cluster/cluster.pdf
Survival 3.3-1	CRAN	https://link.springer.com/book/10.1007/978-1-4757-3294-8
Survminer 0.4.9	CRAN	https://rpkgs.datanovia.com/survminer/index.html
R 4.2.1	Vienna, Austria	https://www.R-project.org/
DESeq2	CRAN	https://genomebiology.biomedcentral.com/articles/10.1186/s13059-014-0550-8
pheatmap	CRAN	https://CRAN.R-project.org/package=pheatmap
EnhancedVolcano	Github	https://github.com/kevinblighe/EnhancedVolcano
ashr	CRAN	10.1093/biostatistics/kxw041

### Animals

All mice were housed and all procedures were performed at the Wellcome Trust Centre for Human Genetics at the University of Oxford. All animal studies described in this study were performed in accordance with guidelines provided by the University of Oxford Institutional Animal Care and Use Committee. All procedures were performed under the Home Office Animal Scientific Procedures Act 1986 guidelines (PPL PP7833295). The number of mice used in the survival cohorts was not pre-specified.

Generation of iASPP transgenic mice in which the loxP-flanked exon 8 of PPP1R13L, is deleted by CMV-Cre, has been previously described [37]. Compound mutant mice were generated by crossing *PPP1R13L*^*loxP/loxP*^ (iASPP^∆8/∆8^) C57BL/6 mice with previously described LSL-KRAS^G12D^ [52], Pdx1-Cre [23], LSL-Trp53^R172H^ [53], and LSL-Rosa26EYFP [54].

After mice were weaned, DNA was isolated from ear clips by incubation in TDB (50 mM KCl, 10 mM Tris-HCl, 0.1% Triton-X100 in H_2_O) with 0.4 mg/mL Proteinase K (Qiagen) overnight at 55 °C, then 10 min at 95 °C. Pdx1-Cre mice were genotyped using the primers: Cre-F, 5′-CATTTGGGCCAGCTAAACAT-3′; Cre-B, 5′-ATTCTCCCACCGTCAGTACG-3′. iASPP^∆8/∆8^ mice were genotyped using the following primers: FRANT9, 5′-GGGTAGGAAAAAGGGCTGAG-3′; FLP2, 5′-CCGAATTGGAGAAGTGAAGC-3′. LSL-KRAS^G12D/+^ mice were genotyped using the following primers: Y116, 5′-TCCGAATTCAGTGACTACAGATG-3′; Y117, 5′CTAGCCACCATGGCTTGAGT-3′; Y118, 5′-ATGTCTTTCCCCAGCACAGT-3′. Trp53LSL-R172H/+ mice were genotyped using the following primers: p53u, 5′-CTTGGAGACATAGCCACACTG-3′, p53wt, 5′-TTACACATCCAGCCTCTGTGG-3′; and p53mut, 5′-AGCTAGCCACCATGGCTTGAGTAA 3′.

### ADM assay

ADM assay was performed as previously described [55]. Briefly, pancreata from Pdx1-Cre;iASPP^+/+^, Pdx1-Cre;iASPP^Δ8/Δ8^, KC and KC;iASPP^Δ8/Δ8^ mice were harvested, washed in ice-cold HBSS, and minced with dissection scissors. Acini were dissociated in 10 mg/ml collagenase P for 20 min at 37 °C with agitation then centrifuged 2000 rpm for 2 min at 4 °C. The pellet was washed three times in cold HBSS and 5% FBS and then passed through a 100 µm filter and pelleted at 1000 rpm for 2 min at 4 °C. The cell pellet was resuspended in 3D-culture medium (RPMI 1640, 1% FBS, 1% Pen/Strep, 0.1 mg/ml STI, 1 µg/ml Dexamethasone) and mixed with equal parts collagen then immediately plated onto collagen-coated wells. 3D-culture media was changed on days 1 and 3. 3D-culture media was supplemented with 50 ng/ml TGFα when required. Acini were analysed on day 5 for quantification of ADM efficiency.

### Tumour challenge

Mouse PC-derived cells were mixed with equal volumes of Matrigel and subcutaneously injected into the right and left flanks of 8–10 weeks old male C57BL/6J and nude mice at 1 × 10^6^ cells/mouse. Mice were not randomised. A group size of at least ten tumours per condition was assumed to achieve significantly different results (*p* = 0.05) with a power of 80%. Tumours were monitored and mice were taken at humane endpoint as dictated by the animal license or on day 21 from injection. Tumours were dissected, weighed, and processed for histological staining. Tumour analysis was not performed blinded.

### Mouse pancreatic cancer cell line generation

In brief, mouse tumours were dissected, washed in PBS, and minced with scissors on 35 mm culture dishes. Floating tissue was aspirated away and maintained in DMEM containing 10% FBS and 100 IU/ml penicillin/streptomycin supplemented with glutamine. Established primary cultures were passaged at least five times to remove fibroblast contamination. Cells were maintained in a humidified incubator at 37^o^C with 5% CO_2_. All cell lines were negative for mycoplasma.

### Pancreatitis induction

Acute pancreatitis (AP) was induced by two sets of 8 hourly intraperitoneal (i.p.) caerulein injections (50 µg/kg) over 2 consecutive days. Chronic pancreatitis (CP) was induced by weekly single i.p. caerulein injections (250 µg/kg) for six consecutive weeks. For both AP and CP, the final day of caerulein injection was considered day 0. Mice were culled at various time points as stated in the results.

### Haematoxylin and Eosin (H&E) staining

Tissues were fixed overnight in 10% formalin, embedded in paraffin, and cut into 4 µm sections. Paraffin sections were deparaffinised, rehydrated in a gradient of ethanol (100%, 90%, 70%, 30%) and washed in water. Slides were incubated in Harris haematoxylin for 3 min. Slides were rinsed in running tap water to remove excess stain and differentiated in 1% acidic alcohol for 10 s. Slides were washed again in tap water and immersed in Scott’s water for 30 s. Slides were rinsed in tap water and stained in eosin for 4 mins. Slides were then washed in water to remove excess eosin and dehydrated with an increasing gradient of ethanol solutions. Slides were cleared using histoclear, and mounted with non-aqueous mounting medium (Vectamount, Vector Labs) and coverslips.

### Nutlin treatment

Mouse primary pancreatic cancer cell lines were cultured in DMEM containing 10% FBS and 100 IU/ml penicillin/streptomycin supplemented with glutamine. At 70% confluence, cells were treated with nutlin 2 µM/mL for 16 h then lysates were collected as described for immunoblotting below.

### Immunohistochemistry

For immunohistochemical analysis, sections were de-paraffinized, rehydrated, and boiled in a microwave for 10 min in either 10 mM citrate buffer (pH 6.0) or Tris-EDTA (pH 9.0) for antigen retrieval. Inactivation of endogenous peroxidase activity was performed by incubation with 3% hydrogen peroxide in methanol for 10 min followed by blocking with normal goat serum and then primary antibody incubation overnight at 4°C. Biotinylated secondary antibodies were applied for 30 min followed by Vectastain Elite ABC-HRCP reagent for 15 min and visualised with DAB (Vector Laboratories; SK-4100). Sections were counterstained with haematoxylin, dehydrated, and mounted for imaging.

### Immunoblotting

For immunoblotting, cells were lysed in urea buffer containing 8 M urea, 1 M thiourea, 0.5% CHAPS, 50 mM DTT, and 24 mM spermine. Protein extracts were loaded into SDS-polyacrylamide gels and transferred onto nitrocellulose membrane (Protran). Resulting blots were incubated with primary antibody for 16 h at 4°C, and then with the appropriate HRP-conjugated secondary antibody (Dako). Protein expression was visualised by enhanced chemiluminescent detection (Amersham Biosciences) using X-ray film (Fujifilm).

### Cytokine profiling

For cytokine profiling, pancreas tissue following CP was lysed in urea buffer. Tissue lysates were used with Mouse Cytokine Array Panel A (R&D Systems) following the manufacturer’s instructions. Membranes were exposed with X-ray film (Fujifilm) and scanned at an optimal exposure time.

### Sequencing p53

Total RNA was isolated from cells using the Qiagen RNeasy kit. The RNA was converted to cDNA using Super Script (Invitrogen) and the p53-specific primer 5′-GTG AGA TTT CAT TGT AGG TGC CAG G-3′. The cDNA mix was then used as a template to generate overlapping PCR fragments using Promega GoTaq G2 Green master mix and the following primers: Fragment 1: 5′ GTT GCT GGG ATT GGG ACT TTC C 3′ and 5′ GTA GCA TGG GCA TCC TTT AAC TC 3′; Fragment 2: 5′GCT ATT CTG CCA GCT GGT GAA GAC 3′ and 5′ GTC TGA GTC AGG CCC CAC TTT C 3′; Fragment 3: 5′GCT ATT CTG CCA GCT GGT GAA GAC 3′ and 5′-GTG AGA TTT CAT TGT AGG TGC CAG G-3′. PCR fragments were purified using the Qiagen Gel purification kit and sequenced using the following primers: 5′ CCC AGG ATG TTG AGG AGT TTT TTG 3′; 5′ GCA TGA ACC GCC GAC CTA TCC 3′; 5′ GTA GCA TGG GCA TCC TTT AAC TC 3′; 5′ GGG ACA AAA GAT GAC AGG G 3′.

### Fluorescence-activated cell sorting (FACS)

Pancreata following CP were placed in 5 mL collagenase buffer (125 U/mL collagenase IV (Worthington), 40 U/mL DNaseI (Roche), 25 mM HEPES, and 0.5% HI-FCS in 1X HBSS) in C tubes (Miltenyi Biotec). Tissues were dissociated using programme ‘m_imp_tumor_04’ on a gentleMACS dissociator (Miltenyi Biotec), incubated at 37 °C for 40 min with gentle agitation, then dissociation was repeated using programme ‘m_imp_tumor_04’. Following dissociation cells were filtered through a 100 µm cell strainer (Falcon). Spleens were processed by mechanical digestion on 70 μm strainers.

Red blood cells were lysed with ACK lysis buffer, and cells were stained for 30 min on ice with Zombie Green Viability Dye (BioLegend; 1:1000) or Zombie NIR Viability Dye (BioLegend; 1:1000) and directly conjugated antibodies in 0.5% HI-FCS and 0.05% sodium azide in PBS. The following surface antibodies were used: APC-Cy7 anti-CD3 (17A2; 1:100), PE-Cy5 anti-CD4 (RM4-5; 1:300), BV421 anti-CD4 (GK1.5; 1:100), FITC anti-CD4 (RM4-5, eBioscience; 1:100), APC anti-CD8α (53-6.7; 1:200), BV510 anti-CD8α (53-6.7; 1:100), BV785 anti-CD8α (53-6.7; 1:200), BV510 anti-CD11b (M1/70; 1:100), PerCP-Cy5.5 anti-CD11b (M1/70; 1:50), BV421 anti-CD11c (N418; 1:100), PE-Cy7 anti-CD11c (N418; 1:250), BV650 anti-CD19 (6D5; 1:150), BV510 anti-CD25 (PC61; 1:50), FITC anti-CD45 (30-F11; 1:100), PE/Dazzle 594 anti-CD49b (DX5; 1:50), PE-Cy7 anti-CD68 (FA-11; 1:250), BV421 anti-F4/80 (BM8; 1:50), BV711 anti-F4/80 (BM8; 1:100), BV785 anti-Ly6C (HK1.4; 1:500), PerCP-Cy5.5 anti-Ly6G (1A8; 1:250), Alexa Fluor 700 anti-MHCII (M5/114.15.2; 1:250), and PE anti-TCRγδ (UC7-13D5; 1:100). For intracellular staining, cells were fixed with Fixation/Permeabilization Buffer (eBioscience) overnight at 4 ^o^C, washed with Permeabilization Buffer (eBioscience), incubated with directly-conjugated antibodies in Permeabilization Buffer for 30 min on ice, washed, and acquired directly. The following intracellular antibodies were used: PE-Cy5 anti-FoxP3 (FJK-16s, eBioscience; 1:100). All antibodies were purchased from BioLegend unless otherwise indicated.

Following fixation, cells were read using 3–11 fluorophore flow cytometry on a LSRFortessa X-20 (BD Biosciences) with 405, 488, 561 and 633 lasers. Compensation matrices were determined for each individual acquisition date using unstained and single fluorophore-stained controls. Data was analysed using FlowJo software (Tree Star) and cell numbers were calculated from tissue cell counts preceding staining.

### RNA sequencing (RNA-seq)

Total RNA was extracted from cells with the RNeasy Mini Kit (QIAGEN) following the manufacturer’s protocol with on-column DNase I digestion performed during RNA extraction. Library preparation was performed using the QuantSeq FWD 3′ mRNA-Seq Library Prep Kit (Lexogen) according to manufacturer’s protocol. High output single read sequencing was conducted on the Illumina NextSeq500 platform according to manufacturer’s instructions.

RNA-seq data were analysed by RPO with reads aligned to GRCm38.ERCC genome. Gene counts were generated from the aligned reads using featureCounts and differential expression was conducted in R (v4.2.1) using DESeq2. Briefly, DEseq2 was used to identify DEGs with adjustment for mouse sex. Genes having an adjusted *P* < 0.1 were called as significant. Moderated log_2_ fold changes were used to rank genes for gene set enrichment analysis (GSEA). For visualisation with volcano plots, adaptive shrinkage was applied to log_2_ fold change values. For heatmaps, DEGs were ordered on log_2_ fold change and then plotted as regularised log transformed counts, where the effect of library size differences are removed. Comparison of overlapping genes was performed using Enrichr and the TRRUST reference database of transcription factor targets [56, 57].

### Histological and image analysis

To measure acinar-to-ductal metaplasia (ADM) ex vivo all acini and ducts were counted per well are reported as a percentage for at least two independent experiments per condition.

To quantify ADM in vivo H&E-stained whole tissue sections were first scanned with Hamamatsu NanoZoomer S210 (Hamamatsu, Japan) using 40× objective lens. Tissue sections from age-matched (12- to 15-week-old) KC (*n* = 5) and KC;iASPP^Δ8/Δ8^ (*n* = 4) were viewed using NDP.view2 (Hamamatsu, Japan) and five 1 mm^2^ areas per slide were counted for ADM events.

### Human TMA analysis

Expression of iASPP in human pancreatic disease was analysed using a tissue microarray (TMA) obtained from US Biomax (PA2081b). A weighted histoscore of pancreatic tissue was calculated from the sum of (1 × % weak staining) + (2 × % moderate staining) + (3 × % strong staining) of tissue stained with iASPP antibody (LXO49.3).

### Human survival data analysis

Gene expression, and clinical data were obtained via the TCGAbiolinks (2.24.3) R package for TCGA-PAAD, and GDC data portal (https://portal.gdc.cancer.gov/repository) for CPTAC-3 [33, 34]. Only pancreatic ductal adenocarcinoma (PDAC) samples were included for downstream analysis. To account for library size variations, raw read counts were transformed to counts-per-million (CPM) and log-CPM using the ‘edgeR’ Bioconductor package (3.38.0). Genes with low number of reads were filtered out using the ‘filterByExpr’ function and inter-sample variation was normalised using the trimmed mean of M-values (TMM) method of ‘edgeR’.

Tumour subtyping of normalized RNA data was performed based on the Eyres et al. method [58]. Gene signatures were obtained from the original publications of Moffitt et al., Collisson et al., and Bailey et al. [2, 59, 60]. ‘GSVA’ package (1.44.0) was then used to generate gene signature enrichment scores followed by K-means clustering using the ‘cluster’ (2.1.3) package. The optimal number of clusters (K values) was determined using the Elbow method. Based on the enrichment scores, samples were labelled ‘Basal’, and ‘Classical’ for Moffitt et al; ‘QMA’, ‘Classical’, and ‘Exocrine’ for Collisson et al; ‘Squamous’, ‘Progenitor’, ‘ADEX’, and ‘Immunogenic’ for Bailey et al. In addition, ‘Consensus’ basal-like and classical subtypes were assigned to samples enriched for Basal/QMA/Squamous and Classical (Moffitt)/Classical (Collisson)/Progenitor respectively.

Kaplan–Meier plots were performed using the ‘survival’ (3.3-1), and ‘survminer’ (0.4.9) R packages. Continuous PPP1R13L expression was transformed to categorical groups via the maximally selected rank statistics (maxstat) method of the ‘survival’ package. The log-rank test of the ‘survival’ package was used to statistically compare survival estimates between groups.

### Statistical analysis

Statistical significance between groups was calculated by two-tailed Student’s *t* test unless specified otherwise in the figure legend. No statistical method was used to predetermine sample size. Group allocation and outcome assessment were not performed in a blinded manner. Survival was measured using the Kaplan-Meier method. Where Student’s *t* test was performed, normality was tested using the D’Agostino and Pearson test with *p* = 0.05. The variance was compared using an F test and was similar between the groups being statistically compared. Statistical significance was calculated using GraphPad 8 software (GraphPad Software).

## Supplementary information

Figure S6C Western Blot - Bax p21 p53.2

Figure S6C Western Blot - iASPP

Figure S3A Western Blot - iASPP

Figure S3A Western Blot - p53

Figure S3A Western Blot - Beta Tubulin

Figure S6B Western Blot - Beta Tubulin

Figure S6B Western Blot - iASPP

Figure S6C Western Blot - Actin

Figure S6C Western Blot - Bax p21 p53.1

Supplemental Figure Legends

AJ Checklist

Figure S1A-K

Figure S2A-I

Figure S3A-B

Figure S4A-G

Figure S5

Figure S6A-C

Figure S7A-D

Figure S7E-G

Figure S7H-I

## Data Availability

Raw data, original IHC microscopy images and western blots have been deposited to Mendeley (Mendeley data: 10.17632/bsm3s864fv.1) and are publicly available as of the date of publication. RNA-seq data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE226595. Any additional information required to reanalyse the data reported in this paper is available from the lead contacts (Professor Xin Lu) upon request ().

# Supplementary material for: p53 inhibitor iASPP is an unexpected suppressor of KRAS and inflammation-driven pancreatic cancer
**Source:** Cell Death Differ. 2023 Jun 3;30(7):1619–35. doi: 10.1038/s41418-023-01168-3
**Supplement:** Supplementary file 10 — Supplemental Figure Legends

## **p53 inhibitor iASPP is an unexpected suppressor of KRAS and inflammation driven pancreatic cancer**

Running title: p53 inhibitor iASPP as a pancreatic cancer suppressor

Paul Miller^1*^, Elliot H Akama-Garren^1^, Richard P. Owen^1^, Constantinos Demetriou^3^, Thomas M. Carroll^1^, Elizabeth Slee^1^, Khatoun Al Moussawi^1^, Michael Ellis^1^, Robert Goldin^2^, Eric O’Neill^3^, Xin Lu^1,4,*^

**Figure S1, related to Figure 1. iASPP unexpectedly suppresses oncogenic KRAS-driven PC onset**

(A) Genetic schematic of KC and KC;iASPP^Δ8/Δ8^ mice.

(B) Kaplan-Meier overall survival of KC and KC;iASPP^Δ8/Δ8^ mice. *** = p <0.001; n.s., not significant, log-rank test. N=, number of mice; m.s., median survival.

(C) Tumour spectrum in the KC and KC;iASPP^Δ8/Δ8^ cohorts.

(D) Kaplan-Meier tumour-free survival including lymphomas of KC and KC;iASPP^Δ8/Δ8^ mice in the overall survival cohort. Number of mice and median survival reported for tumour-bearing mice. Non-tumour bearing mice censored. **** = p <0.0001; log-rank test. N=, number of mice; m.s., median survival.

(E) Percentage of mice with evidence of either carcinoma or lymphoma from the KC and KC;iASPP^Δ8/Δ8^ tumour-bearing cohorts. ** = p <0.01; n.s., not significant; Fisher’s exact test.

(F) Kaplan-Meier carcinoma- and lymphoma-free survival of KC and KC;iASPP^Δ8/Δ8^ mice in tumour-bearing cohort. Only mice with either a non-lymphoma tumour or lymphoma contributed to median survival (no censored mice). N=, number of mice; m.s., median survival.

(G) Percentage of mice with tumour outside the pancreas in the absence of PC or presence of PC (± other tumour) in the KC and KC;iASPP^Δ8/Δ8^, cohorts. n.s., not significant; Fisher’s exact test.

(H) Frequency of tumour sites outside the pancreas for KC and KC;iASPP^Δ8/Δ8^ mice in the survival cohorts with extra-pancreatic tumours.

(I) Frequencies of extra-pancreatic tumours in the KC and KC;iASPP^Δ8/Δ8^ survival cohort.

(J) Percentage of mice with primary pancreatic cancer only or pancreatic cancer with metastases in the KC and KC;iASPP^Δ8/Δ8^ pancreatic cancer-bearing mice. ** = p <0.01; Fisher’s exact test.

(K) Representative H&E sections of well-differentiated, poorly-differentiated, and spindle cell pancreatic cancers across the KC and KC;iASPP^Δ8/Δ8^ survival cohort. Scale bar, 50 µm.

**Figure S2, related to Figure 2. iASPP suppresses oncogenic KRAS-driven PC independently of p53**

(A) Genetic schematic of KPC and KPC;iASPP^Δ8/Δ8^ mice.

(B) Kaplan-Meier overall survival of KPC and KPC;iASPP^Δ8/Δ8^ mice. **** = p <0.0001; log-rank test. N=, number of mice; m.s., median survival.

(C) Tumour spectrum in KPC and KPC;iASPP^Δ8/Δ8^ mice.

(D) Kaplan-Meier tumour-free survival, excluding lymphomas, of KPC and KPC;iASPP^Δ8/Δ8^, mice in the overall survival cohort. Number of mice and median survival for tumour-bearing mice with non-tumour bearing and lymphoma-bearing mice censored. **** = p <0.0001, log-rank test. N=, number of mice; m.s., median survival.

(E) Percentage of mice with tumour outside the pancreas in the absence of PC or presence of PC (± other tumour) in the KPC and KPC;iASPP^Δ8/Δ8^, cohorts. n.s., not significant; Fisher’s exact test.

(E) Kaplan-Meier pancreatic cancer free survival of the KPC and KPC;iASPP^Δ8/Δ8^ mice in the tumour-bearing cohort. **** = p <0.0001; log-rank test. N=, number of mice; m.s., median survival.

(F) Percentage of mice with PC only and PC with additional extra-pancreatic tumour (excluding lymphoma) in the KPC and KPC;iASPP^Δ8/Δ8^ PC-bearing mice. n.s., not significant; Fisher’s exact test.

(G) Frequencies of extra-pancreatic tumours in the KPC and KPC;iASPP^Δ8/Δ8^ survival cohort.

(H) Frequency of tumour sites outside the pancreas for KPC and KPC;iASPP^Δ8/Δ8^ mice in the survival cohorts with extra-pancreatic tumours.

(I) Representative H&E sections of well-differentiated, poorly-differentiated, spindle cell, and anaplastic pancreatic cancers across the KPC, and KPC;iASPP^Δ8/Δ8^ survival cohort. Scale bar, 50 µm.

**Figure S3, related to Figure 3. Inflammation induces iASPP expression in vivo and iASPP mRNA level associates with good prognosis in human classical PC**

(A) Injection schedule for acute pancreatitis induction (Upper image). Western blot of iASPP and p53 following acute pancreatitis with caerulin and 2-days PBS injection (Lower image).

(B) Human pancreatic cancer sample depicting normal pancreas, tumour adjacent and pancreatic cancer (H&E, upper image). Immunohistochemical staining for p53 and iASPP in corresponding normal, tumour adjacent, and pancreatic cancer Scale bars, 100 µm in upper image, 40 µm in lower image.

(C) Mouse pancreatic cancer sample from KC mouse depicting normal pancreas, tumour adjacent and pancreatic cancer (H&E, upper image). Immunohistochemical staining for p53 and iASPP in corresponding normal, tumour adjacent (dashed line depicts tumour border), and pancreatic cancer. Scale bars, 100 µm in upper image, 40 µm in lower image.

**Figure S4, related to Figure 4. iASPP is a paradoxical suppressor of oncogenic KRAS- and inflammation-induced ADM in vivo**

(A) Genetic schematic of Pdx1-Cre;iASPP+/+ and Pdx1-Cre;iASPP^Δ8/Δ8^ mice.

(B) Injection schedule for induction of acute pancreatitis with hourly caerulein (50 µg/Kg) for 8 injections followed by culling after 12-days recovery.

(C) Representative H&E images of iASPP-WT (wild-type), iASPP-HET (heterozygous) and iASPP-KO (knockout) pancreata following acute caerulein and 12-days recovery. Upper image inset at each timepoint is below respective pancreas section. Black arrow indicates ADM in progress. Scale bars, 250 µm (upper images) and 50 µm (lower images).

(D) Injection schedule for induction of acute pancreatitis with hourly caerulein (50 µg/Kg) for 8 injections over 2-days followed by culling after 2-, 7-, and 14-day recovery.

(E) Representative H&E images of wild-type and Pdx1-Cre;iASPP^Δ8/Δ8^ pancreas following 2-days acute pancreatitis and 2-, 7- and 14-day recovery. Control mouse injected with vehicle and culled after 2-days. Scale bar, 100 µm and 50 µm (inset).

(F) Injection schedule of weekly caerulein (250 µg/Kg) over 6 weeks followed by planned culling at 0- and 18-weeks recovery.

(G) Representative H&E images of Pdx1-Cre; iASPP+/+ and Pdx1-Cre;iASPP^Δ8/Δ8^ pancreas following weekly caerulein after 0- and 18-weeks recovery. Upper image inset at each timepoint is below respective pancreas section. Scale bars, 250 µm (upper images) and 50 µm (lower images).

**Figure S5, related to Figure 5. iASPP regulates its surrounding immune microenvironment in response to pancreatitis and oncogenic KRAS**

(A) Immune cell profiling of KC (n=13) and KC;iASPP^Δ8/Δ8^ (n=10) spleen tissue samples following six weekly doses of caerulein determined by flow cytometry.

**Figure S6, related to Figure 6. iASPP suppresses PC via cell intrinsic and extrinsic pathways**

(A) Sequencing of TP53 gene in KC-1, KC-2, KC-3, KC;iASPP^Δ8/Δ8^-1, KC;iASPP^Δ8/Δ8^-2, KC;iASPP^Δ8/Δ8^-3 cell lines confirming absence of R172H mutation.

(B) Western blot of KC and KC;iASPP^Δ8/Δ8^ cell lines confirming reduced iASPP protein levels.

(C) Western blot of KC and KC;iASPP^Δ8/Δ8^ cell lines confirming induction of p53 with nutlin treatment along with p53-target gene expression with p21 and Bax. KPC cell line used as positive control for p53 expression and negative control for p21 and Bax induction in response to nutlin.

**Figure S7, related to Figure 7. iASPP deletion or p53 mutation on a KC background induces profound transcriptional overlap centred on inflammatory genes**

(A) Volcano plot for KC and KPC DEGs

(B) Heatmap of top 30 up- and downregulated genes for KC and KPC cell lines

(C) Volcano plot for KC and KC;iASPP^Δ8/Δ8^ DEGs

(D) Heatmap of top 30 up- and downregulated genes for KC and KC;iASPP^Δ8/Δ8^ cell lines

(E) Volcano plot for KPC and KPC;iASPP^Δ8/Δ8^ DEGs

(F) Heatmap of top 30 up- and downregulated genes for KPC and KPC;iASPP^Δ8/Δ8^ cell lines

(G) Representative immunohistochemical staining for JunB in acini, metaplasia and cancer examples for KC (n=3), KC;iASPP^Δ8/Δ8^ (n=3) and KPC (n=3) pancreata. Scale bar, 50 µm.

(H) Representative immunohistochemical staining for JunD in acini, metaplasia and cancer examples for KC (n=3), KC;iASPP^Δ8/Δ8^ (n=3) and KPC (n=3) pancreata. Scale bar, 50 µm.

(I) Representative immunohistochemical staining for phospho-p65 (Ser276) in acini, metaplasia and cancer examples for KC (n=3), KC;iASPP^Δ8/Δ8^ (n=3) and KPC (n=3) pancreata. Scale bar, 50 µm.

How the deposited data were processed for this re-analysis (not part of the article)

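RNA of 16 mouse pancreatic cancer cell lines, 3 KC, 4 KC;iASPPΔ8/Δ8, 4 KPC and 5 KPC;iASPPΔ8/Δ8, had been sequenced by the authors from the 3′ end with the QuantSeq FWD kit. The authors trimmed reads with Trim Galore 0.6.4 and cutadapt 2.9, aligned them with STAR 2.7.5c and with HISAT2 2.2.0 and counted reads per gene on the sense strand with featureCounts 2.0.1 and the Ensembl 84 annotation of GRCm38. The 32 deposited files, 2 per line, hold raw integer counts of 47729 genes, and no step before the counts was repeated. Symbols were found for 47224 genes, and 60 that share a symbol were given distinct names.

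STAR counts were the main data. Genes were kept by edgeR's filterByExpr (count of 10, total of 15, smallest group of 3), which left 13483 genes with 99.67% to 99.89% of counts, and TMM factors ran from 0.913 to 1.13. A quasi-likelihood model with 1 mean per genotype was fitted to all lines in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. KPC vs KC, KC;iASPPΔ8/Δ8 vs KC and KPC;iASPPΔ8/Δ8 vs KPC were tested as in the paper, and the interaction and KPC vs KC;iASPPΔ8/Δ8 besides. P-values were adjusted by Benjamini-Hochberg over all genes tested, with 0.1 as the threshold, and levels are TMM CPM, with log2 values after a prior count of 2. Each line is a sample, the KPC;iASPPΔ8/Δ8 lines named XIAK51.2A share 1 mouse, and no term for sex was fitted, while the paper adjusted for it, since its resource table gives sex under line names that the sample labels do not use.

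The gene lists, written from general knowledge with the paper's figures in view since the sets the paper used were not at hand, numbered 31 with at least 3 tested genes required: p53 pathway, direct p53 targets, TNFα, AP1 subunits, AP1 targets, RELA targets, interferon response, apoptosis, complement, cytokines, KRAS output, xenobiotic metabolism, fatty acid metabolism, bile acid and peroxisome, oxidative phosphorylation, cholesterol, G2M, E2F, MYC, EMT, epithelial, classical, basal-like, angiogenesis, markers of acinar, duct, endocrine, endothelial, fibroblast and leukocyte cells, and sex chromosome genes, the last used to leave genes out. Camera compared each list with all other genes at a preset correlation of 0.01, and 29 lists were tested per comparison with an adjusted p under 0.05. Shared genes were tested for lists with a one-sided Fisher's exact test. Genes with no read in a group had fold changes bounded by 3 counts, and placing them at that bound moved a list's median by at most 0.03 in KC;iASPPΔ8/Δ8 vs KC, 0 in KPC vs KC and KPC;iASPPΔ8/Δ8 vs KPC, and 0.74 in KPC vs KC;iASPPΔ8/Δ8, there in fibroblast markers.

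Genes were named by this rule: in each of the 3 comparisons, the 8 with the largest log2 fold change each way among those past the threshold, with a mean of at least 5 CPM in the higher group and no overlap between lines; up to 4 genes of each list described with the smallest adjusted p; the 8 shared genes each way with the smallest larger adjusted p; and every gene the paper names. Genes named otherwise are marked as chosen after their values were seen.

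Alternatives were HISAT2 counts, DESeq2 size factors, DESeq2 1.42.0 itself (14780 genes), no filter (26016), only the 2 groups of a comparison (12257), a replicate block, the XIAK51.2A lines summed, no X and Y genes (440 left out), 1 surrogate variable from sva 3.50.0, an adjusted p under 0.05, each line left out, and for lists an estimated correlation, fry, fgsea 1.28.0 and a background of 5 CPM. 5 more were added later. The procedure was tested on simulated data with 50 genes changed at each of 2-, 4-, 8- and 16-fold. edgeR found 5, 26, 36 and 40 of 50 in KPC vs KC, 7, 24, 40 and 44 in KC;iASPPΔ8/Δ8 vs KC and 6, 33, 43 and 44 in KPC;iASPPΔ8/Δ8 vs KPC, with 4.84%, 9.42% and 6.12% of calls false. DESeq2 found 13, 32, 42 and 44, 14, 32, 42 and 46 and 12, 37, 45 and 46, with 27.8%, 26.1% and 25.8% false. Counts were drawn once per comparison, each gene independently and with the dispersion that edgeR had estimated for it. Lines that shift many genes together were not simulated, so these shares of false calls do not carry over to the real data. A lowered G2M list was found by both in each comparison. Other experiments of the paper have no files here and were left out.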

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

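The 6 tests of explanations in this part were written after the patterns had been seen. EMT genes were lower against KC in both KPC and KC;iASPPΔ8/Δ8, but only where KC XKPC19.2G or KC XKPC34.8D entered the comparison. Against the epithelial line KC XKPC37.7I alone, the EMT list had a median log2 fold change of 0.57 in KPC, which is consistent with 2 mesenchymal KC lines setting the direction. Fibroblasts in place of cancer cells in the 2 cultures cannot be told apart from mesenchymal cancer cells, since 1 of 8 fibroblast markers stood above 100 CPM in both and no fibroblast culture was sequenced. In KC XKPC19.2G and XKPC34.8D, Col1a2 1484 and 898 CPM, Pdgfrb 24.6 and 31.0 CPM and Prrx1 500.4 and 193 CPM, with Cdh1 at 0.939 and 6.27, go with fibroblasts, while Col1a1 1.25 and 135 CPM, Col3a1 16.4 and 4.98 CPM and Dcn 25.7 and 0 CPM do not. Mtap, a neighbour of Cdkn2a, had 0 counts in KC XKPC19.2G and 392 or more in every other line, which argues against normal fibroblasts filling that culture, though by 1 gene in 1 library. KC XKPC34.8D, with 6398, stays open. The paper says that cultures were passaged to remove fibroblasts and describes 2 KC cultures from poorly differentiated cancers as spindle-shaped, without the labels used here. The biological explanation, that p53 mutation or iASPP deletion lowers EMT genes, cannot be told from a mix of states among 3 KC lines. Col1a2, which led the EMT genes, was also far from the other lines of its group in KC;iASPPΔ8/Δ8 XIAK28.8C (log2 CPM -0.96) and KPC XKPC63.1A (0.98), but XIAK28.8C had 2 counts, under the floor of 3, and such a value is counting noise.

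Ap2s1, Eml2, Zfp420 and Lhx9, genes the paper does not discuss, had a mean effect of iASPP deletion over both p53 backgrounds (edgeR adjusted p = 0.00253 for Ap2s1 and 0.0459 for each of the others), and the first 3 lie on chromosome 7 with Ppp1r13l. Of 205 genes within 10 Mb of Ppp1r13l, 12 had an unadjusted p under 0.01 for that effect (5.85%), against 2.12% elsewhere (one-sided Fisher's exact p = 0.00182). A linked segment would give such an excess. The 12 include Ap2s1 and Eml2, whose decreases prompted the test, so it is not independent support. Zfp420 lies outside the window and counts as elsewhere. The aligners also differ, by up to 3.89 in log2 fold change: in KC;iASPPΔ8/Δ8, Eml2, which binds microtubules, had -1.84 in the STAR counts and -5.73 in the HISAT2 counts, and in KPC;iASPPΔ8/Δ8 -2.49 in the STAR counts and -6.16 in the HISAT2 counts. Ap2s1 had -3.49 in the STAR counts and -0.90 in the HISAT2 counts in KC;iASPPΔ8/Δ8. So the size of the Ap2s1 and Eml2 decreases may rest on reads that 1 aligner loses, while Zfp420 moved by only 0.02 and 0.23. KPC XKPC45.2J, intact by its label with 19.0 CPM of Ppp1r13l, had Ap2s1 as low as the deleted lines (19.8 CPM, 146 or more in the other intact lines). Eml2 was as low there in the HISAT2 counts (1.40 CPM against 54.5 or more). In the STAR counts Eml2 stood there at 114 CPM, within the other intact lines (101 to 418) and above the deleted lines (28.0 to 83.8). So in a line without the deletion Ap2s1 was low in the STAR counts, and Eml2 in the HISAT2 counts alone. An effect of iASPP itself was not separated from either explanation, nor from the colony of the mice, since all lines with the deletion carry XIAK in their labels and all others XKPC.

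Cdkn2a had no count in KC and at least 33.3 CPM in each KPC line, with KPC XKPC55.2J far below the others (log2 CPM 5.07). Reads lost by 1 aligner do not account for it, as the highest HISAT2 count in KC was 0. Loss of the segment with Cdkn2b could not be told from silencing, since 1 KC line had more than 3 Cdkn2b counts (XKPC37.7I, 15 counts), while the next gene, Mtap, had 0 counts in XKPC19.2G and 6398 in XKPC34.8D. A biological explanation by wild-type p53 was not tested.

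Other genes without a count in KC were Adora1, with a lowest level of 5.61 CPM in KPC, and Cidec, a lipid droplet gene, with 5.49. Single lines far from the others of their group by Dixon's test numbered 20 of 333, where 1 in 20 gives 16.6 by chance. Apart from those above, KPC XKPC45.2J had 5.88% mitochondrial counts, the interferon list stood at 4.32 log2 CPM in KPC XKPC55.2J and endothelial markers at 1.80 in KC;iASPPΔ8/Δ8 XIAK42.6B. In log2 CPM, the genes were Armcx2 in KC;iASPPΔ8/Δ8 XIAK28.7D -1.37, Bax in KPC;iASPPΔ8/Δ8 XIAK49.1E 4.09, Ccng1 in KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH 5.00, Cfi in KC;iASPPΔ8/Δ8 XIAK28.7D -0.65, Flnb in KPC;iASPPΔ8/Δ8 XIAK49.1B 8.86, Jund in KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH 6.79, Klf5 in KPC XKPC45.2J 10.03, Krt19 in KPC XKPC45.2J 10.54, Met in KPC XKPC45.2J 5.76, Ndc80 in KC;iASPPΔ8/Δ8 XIAK28.7D 5.73, Ndc80 in KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH 6.29, Pecr in KPC XKPC45.2J 5.50, Tmem176a in KPC XKPC55.2J 5.88, Trp63 in KPC XKPC63.1A 0.79. Of these, Armcx2 in XIAK28.7D had 1 count and Cfi in XIAK28.7D 3, no more than the floor of 3, so they are counting noise.

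The effect of iASPP deletion differed between the p53 backgrounds for 8 genes, by a test of the difference in edgeR: Tuba1a (adjusted p = 0.0455), Armcx2, Evc, Met and Gclc (0.0679 each), and Dlx1, Lockd and Ndc80 (0.0986 each). No gene was called without KC;iASPPΔ8/Δ8 XIAK28.7D, KC XKPC19.2G, KC XKPC34.8D, KPC XKPC45.2J, KPC XKPC55.2J or KPC;iASPPΔ8/Δ8 XIAK51.2A-NOLNMATCH (1372 to 1847 at an unadjusted p under 0.05), while 589 were called without KC XKPC37.7I and 84 without KPC XKPC63.1A. Regroupings of the lines gave as many genes in 5 of 100, so chance is not excluded. DESeq2 called 511 on all lines. By camera it differed for G2M (5.85e-25), E2F (3.91e-20), direct p53 targets (4.48e-08), xenobiotic metabolism (4.48e-08), classical genes (3.63e-07), the p53 pathway (2.36e-06), fatty acids (9.60e-06), fibroblast markers (3.13e-05), EMT (0.000185), epithelial genes (0.00284), TNFα (0.00349), MYC (0.00402), apoptosis (0.00522), bile acid (0.00589), KRAS output (0.00847), duct markers (0.00847), complement (0.0147), AP1 subunits (0.0417) and interferon response (0.0456). With an estimated correlation, the direct p53 targets (0.0325) and the p53 pathway (0.00652) passed and the others did not.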

How the results depend on the processing

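5 alternatives were added after results had been seen: the fit without KC XKPC19.2G and KC XKPC34.8D, robust edgeR, DESeq2 on HISAT2 counts, DESeq2 with only the 2 groups and the fit without genes near Ppp1r13l. The number of DEGs rests on single lines and on the test, while direct p53 targets in KC;iASPPΔ8/Δ8 kept their direction and side of the threshold under every setting. With 5677632 to 10568452 counts per library, 3 counts correspond to 0.284 to 0.528 CPM, and genes below that level go unread in a line. The numbers in the sample labels do not pair lines of different genotypes. Lines of the same number and other genotype had a mean correlation of deviations from their group means of 0.00153 (n = 31 pairs), and lines of other numbers -0.000645 (n = 64). Some settings leave out lines or genes by construction, and beyond that the cause was not tested.

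Counts of DEGs that moved from the main values given with the claims follow by setting. With HISAT2 counts: KPC vs KC up 48, KPC vs KC down 58, KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 2, KPC;iASPPΔ8/Δ8 vs KPC down 6, interaction 17, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KC;iASPPΔ8/Δ8 vs KC 543 up and 558 down, shared 301 up and 257 down). With DESeq2 size factors in edgeR: shared up 1. With DESeq2: KPC vs KC up 696, KPC vs KC down 474, KC;iASPPΔ8/Δ8 vs KC up 135, KC;iASPPΔ8/Δ8 vs KC down 202, KPC;iASPPΔ8/Δ8 vs KPC up 158, KPC;iASPPΔ8/Δ8 vs KPC down 200, interaction 511, KPC vs KC;iASPPΔ8/Δ8 433, shared 173, shared up 83, shared down 90, opposite directions 3, lists among shared DEGs 8. With no filter on low counts: KC;iASPPΔ8/Δ8 vs KC up 10, KC;iASPPΔ8/Δ8 vs KC down 34, KPC;iASPPΔ8/Δ8 vs KPC down 5, interaction 17, shared 20, shared up 4, shared down 16, lists among shared DEGs 1. With only the 2 groups of each comparison in the fit: KPC vs KC up 0, KPC vs KC down 0, KC;iASPPΔ8/Δ8 vs KC up 1, KC;iASPPΔ8/Δ8 vs KC down 1, KPC;iASPPΔ8/Δ8 vs KPC down 0, KPC vs KC;iASPPΔ8/Δ8 13, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KPC vs KC 712 up and 685 down, KPC;iASPPΔ8/Δ8 vs KPC 740 up and 1001 down, shared 126 up and 137 down). With a replicate block on the label numbers: KPC vs KC up 37, KPC vs KC down 30, KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 0, KPC;iASPPΔ8/Δ8 vs KPC up 0, KPC;iASPPΔ8/Δ8 vs KPC down 0, interaction 4, KPC vs KC;iASPPΔ8/Δ8 9, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KC;iASPPΔ8/Δ8 vs KC 515 up and 567 down, KPC;iASPPΔ8/Δ8 vs KPC 725 up and 742 down, shared 286 up and 244 down). With the XIAK51.2A lines summed: KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 0, KPC;iASPPΔ8/Δ8 vs KPC up 0, KPC;iASPPΔ8/Δ8 vs KPC down 1, interaction 5, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KC;iASPPΔ8/Δ8 vs KC 538 up and 613 down, KPC;iASPPΔ8/Δ8 vs KPC 560 up and 835 down, shared 315 up and 272 down). Without X and Y genes: KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 2, interaction 20, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KC;iASPPΔ8/Δ8 vs KC 542 up and 602 down, shared 306 up and 278 down). With 1 surrogate variable: KPC vs KC up 45, KPC vs KC down 30, KC;iASPPΔ8/Δ8 vs KC up 1, KC;iASPPΔ8/Δ8 vs KC down 1, interaction 22, KPC vs KC;iASPPΔ8/Δ8 70, shared 1, shared up 1, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, shared 422 up and 282 down). Without KC XKPC19.2G and KC XKPC34.8D (added): KPC vs KC up 0, KPC vs KC down 0, KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 0, KPC;iASPPΔ8/Δ8 vs KPC up 0, KPC;iASPPΔ8/Δ8 vs KPC down 0, interaction 0, KPC vs KC;iASPPΔ8/Δ8 46, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KPC vs KC 582 up and 376 down, KC;iASPPΔ8/Δ8 vs KC 345 up and 240 down, KPC;iASPPΔ8/Δ8 vs KPC 711 up and 1036 down, interaction 378 up and 565 down, shared 217 up and 82 down). With robust edgeR (added): interaction 5, shared up 1. With DESeq2 on HISAT2 counts (added): KPC vs KC up 620, KPC vs KC down 391, KC;iASPPΔ8/Δ8 vs KC up 113, KC;iASPPΔ8/Δ8 vs KC down 175, KPC;iASPPΔ8/Δ8 vs KPC up 136, KPC;iASPPΔ8/Δ8 vs KPC down 182, interaction 441, KPC vs KC;iASPPΔ8/Δ8 360, shared 144, shared up 71, shared down 73, opposite directions 2, lists among shared DEGs 4. With DESeq2 and only the 2 groups (added): KPC vs KC up 327, KPC vs KC down 178, KC;iASPPΔ8/Δ8 vs KC up 74, KC;iASPPΔ8/Δ8 vs KC down 129, KPC;iASPPΔ8/Δ8 vs KPC up 194, KPC;iASPPΔ8/Δ8 vs KPC down 208, KPC vs KC;iASPPΔ8/Δ8 289, shared 79, shared up 28, shared down 51, lists among shared DEGs 7. Without genes near Ppp1r13l (added): KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 2, shared 0, shared up 0, shared down 0, lists among shared DEGs 0 (at an unadjusted p under 0.05, KC;iASPPΔ8/Δ8 vs KC 546 up and 605 down, shared 304 up and 280 down). At an adjusted p under 0.05: KPC vs KC up 5, KPC vs KC down 2, KC;iASPPΔ8/Δ8 vs KC up 0, KC;iASPPΔ8/Δ8 vs KC down 1, KPC;iASPPΔ8/Δ8 vs KPC up 0, KPC;iASPPΔ8/Δ8 vs KPC down 0, interaction 1, KPC vs KC;iASPPΔ8/Δ8 8, shared 0, shared up 0, shared down 0, lists among shared DEGs 0. With an estimated correlation in camera: lists over the paper's 3 comparisons 2. With fry in place of camera: lists over the paper's 3 comparisons 3. Leaving out each line in turn (leave-one-out) gave these ranges: KPC vs KC up 3 to 667, KPC vs KC down 0 to 422, KC;iASPPΔ8/Δ8 vs KC up 0 to 326, KC;iASPPΔ8/Δ8 vs KC down 0 to 258, KPC;iASPPΔ8/Δ8 vs KPC up 0 to 198, KPC;iASPPΔ8/Δ8 vs KPC down 0 to 246, interaction 0 to 589, KPC vs KC;iASPPΔ8/Δ8 11 to 71, shared 0 to 432, shared up 0 to 290, shared down 0 to 142, opposite directions 0 to 1, lists among shared DEGs 0 to 7, and lists over the paper's 3 comparisons stayed between 30 and 40.

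Lists turned direction, as camera or GSEA gives it, with 1 surrogate variable (EMT in KPC vs KC, adjusted p = 0.475, and cholesterol in the interaction, 0.0165), in GSEA (duct markers in KC;iASPPΔ8/Δ8 vs KC, 0.500) and without KC XKPC19.2G and KC XKPC34.8D. That last setting leaves 1 KC line, which is assumed to vary like the other groups, and in it they were EMT, epithelial and duct genes in KPC vs KC (0.902, 0.902 and 0.195, the epithelial median staying above 0 at 0.21), EMT, epithelial, classical and duct genes in KC;iASPPΔ8/Δ8 vs KC (0.300, 1.48e-07, 0.000345 and 0.000591) and cholesterol, EMT, epithelial, classical and duct genes in the interaction (0.0450, 0.861, 0.00131, 0.861 and 0.229). Col1a2 and Gpnmb in KPC vs KC turned as well, with log2 fold changes of 1.34 and 0.76. Over the lists, the results were 104 same, 8 stronger, 4 weaker with DESeq2, 106 same, 6 weaker with HISAT2 counts, 91 same, 17 stronger, 7 weaker with GSEA, 85 same, 17 stronger, 12 weaker with 1 surrogate variable, 101 same, 14 stronger, 1 weaker with no filter, 108 same, 8 stronger with a replicate block (KRAS output 0.00298 and complement 0.0266 in KC;iASPPΔ8/Δ8 vs KC among the stronger), 66 same, 50 weaker with an estimated correlation and 71 same, 45 weaker with fry. Over the named genes they were 124 same, 7 stronger, 1 weaker with DESeq2 and 107 same, 25 weaker with HISAT2 counts.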

Differences from the paper's values

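The paper's thresholds (adjusted p under 0.1) were used for every count here, a value is within the paper's when no more than 1.5 times apart, and the alternatives below were set before the data were examined unless marked as added. For KPC vs KC the paper's counts are 1140 DEGs, 679 up and 431 down (its own up and down add to 1110), against 182, 89 and 93 here. The values fall within the paper's with DESeq2 (1170, 696 and 474) and without KC XKPC37.7I (1089, 667 and 422), and under none of the other alternatives. For KC;iASPPΔ8/Δ8 vs KC the paper's counts are 350, 146 up and 204 down, against 13, 6 and 7 here. DESeq2 comes within them (337, 135 and 202), as does the fit without KC XKPC37.7I for the down count (258) but not for the up count (326), and the others do not. For KPC;iASPPΔ8/Δ8 vs KPC the paper's counts are 131, 62 up and 69 down, against 4, 1 and 3 here, and no alternative comes within them, DESeq2 included (358, 158 and 200). The paper adjusted its DESeq2 model for mouse sex, a term that no fit here holds, so its own model was not run. Of DEGs shared by KC;iASPPΔ8/Δ8 and KPC, the paper's counts are 107 up and 59 down, and 96 in its test of transcription factors, against 2 up, 2 down and 2 here. DESeq2 comes within the paper's 107 and 96 (83 for both) but not within its 59 (90), and the others within neither. The paper's share of up DEGs is 73%, against 33.3% here, and it comes within reach with DESeq2 (61.5%, 83 of 135) and without KC XKPC37.7I (89.0%, 290 of 326). It does so also on very few genes, with 1 surrogate variable (1 of 1) and without KC;iASPPΔ8/Δ8 XIAK28.8B (2 of 2), KC;iASPPΔ8/Δ8 XIAK28.8C (1 of 1), KPC XKPC55.2C (3 of 6) or KPC XKPC55.2J (3 of 6), and not with the rest.

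Settings were also added after the values were seen. DESeq2 on HISAT2 counts called 620 up and 391 down in KPC vs KC and 113 and 175 in KC;iASPPΔ8/Δ8 vs KC, all within the paper's, with 73 shared down, within it, and 71 shared up, outside its 107, dropping 3 of the 182 and 1 of the 13 calls made by edgeR. DESeq2 with only the 2 groups called 129 down in KC;iASPPΔ8/Δ8 vs KC, outside the paper's, 51 shared down, within it, and 0 in opposite directions, dropping 42 of the 182 calls in KPC vs KC and 0 of those in KC;iASPPΔ8/Δ8 vs KC. Which of the paper's own called genes these settings drop could not be counted, since its gene lists were not among the files.

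In the paper no gene goes in opposite directions in the 2 comparisons against KC. edgeR called 0 here, while DESeq2 called Ccng1, Tmem136 and Zmat3, all 3 lower in 1 genotype and higher in the other. The bars of Fig. 7C, which the paper's text does not name, place cholesterol genes among those enriched in KC;iASPPΔ8/Δ8, where the median here was -0.24 (camera adjusted p = 0.141). They place KRAS output and complement among those enriched in KC against KC;iASPPΔ8/Δ8, where medians here were 0.26 (0.0690) and 0.20 (0.106), both higher in KC;iASPPΔ8/Δ8 and not called by camera in edgeR. With the same direction, KRAS output was called with DESeq2 (0.0458), GSEA (0.0367), no filter (0.0110), 1 surrogate variable (0.00311) and without KC XKPC37.7I (0.0214), KC;iASPPΔ8/Δ8 XIAK28.7D (0.0244) or XIAK42.6B (0.0171), and with the added DESeq2 settings on HISAT2 counts (0.0463) and on the 2 groups (0.0445). Complement was called with GSEA (0.0407), only the 2 groups (0.0452), 1 surrogate variable (0.0375) and without KC XKPC19.2G (0.0263). Cholesterol genes were called lower with 1 surrogate variable (9.01e-06), without KC;iASPPΔ8/Δ8 XIAK28.7D (0.000649), without KC XKPC19.2G (0.0157) and in the added fit without KC XKPC19.2G and KC XKPC34.8D (1.93e-05). The paper has interferon response, complement (in Fig. 7F alone) and apoptosis among shared up genes. In the exact test on genes at an unadjusted p under 0.05 they had adjusted p = 1, 0.312 and 0.115, while xenobiotic and p53 pathway genes had 0.00606 and 0.00224. RELA targets, which the paper names, had 1, and AP1 targets 0.0181. The paper tested hallmark and TRRUST sets, on its own DEGs for the shared genes. The lists here are other sets, written from general knowledge, so these values do not test the paper's sets.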

Other observations

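Compared directly, KPC lines had fewer transcripts of p53 targets than KC;iASPPΔ8/Δ8 lines. Zmat3 (log2 fold change -2.17, adjusted p = 0.00127), cyclin G1 gene Ccng1 (-2.18, 0.00139), Mdm2 (-1.64, 0.0739) and Psrc1, a spindle protein (-2.40), were lower in KPC, with the actin crosslinker Flnb (-1.34). Higher in KPC were Cdkn2a (5.42, 0.0877), Lhx9 (4.93, 0.00216), Fbln1 (3.70, 0.0283), the endoderm factor Foxa3 (3.57), the deacetylase Hdac11 (2.29, 0.0207), Armcx2 (8.36) and Ap2s1 (3.05 in the STAR counts). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 18 genes were higher and 9 lower, of 1503 at an unadjusted p under 0.05, and over all genes 603 (4.47%) had no overlap between lines (2.86% by chance). Genes other than those the paper names were chosen after their values were seen. The p53 pathway was lower (57 of 85 genes, median -0.23, camera adjusted p = 2.67e-06, 0.00457 with an estimated correlation). Counts ran from 11 to 71 when single lines were left out, 71 without KPC XKPC63.1A.

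In KPC against KC, the receptor Met fell (log2 fold change -1.45, adjusted p = 0.0576), as did the connexin Gja1 (-3.01), Gpnmb (-7.69) and the tubulin gene Tubb2a (-1.88). The antiproliferative Btg1 (1.34), the MAX partner Mxd4 (1.53) and Tmem176a (2.45) rose. Calls were lost as follows: all 7 without KC XKPC19.2G (0.177 to 0.255), KC XKPC34.8D (0.193 to 0.261) or KPC XKPC45.2J (0.153 to 0.229); Gpnmb without KPC XKPC55.2C (0.118) or KPC XKPC63.1A (0.110); Gja1 without KPC XKPC55.2J (0.113) (range of adjusted p). Gpnmb turned to a log2 fold change of 0.76 without KC XKPC19.2G and KC XKPC34.8D. Genes that the paper names elsewhere did not pass edgeR's test in KPC or in KC;iASPPΔ8/Δ8: Kras (adjusted p = 0.720 and 0.934), Egfr (0.807 and 0.784), its ligand Tgfa (0.812 and 0.985), the sheddase Adam17 (0.508 and 0.949), the inhibitor Timp1 (0.291 and 0.598), the chemokines Ccl2 (0.222 and 0.476) and Ccl5 (0.849 and 0.935), and Jund (0.173 and 0.571). DESeq2 called Jund higher in KPC (log2 fold change 0.83, adjusted p = 0.0917). Csf2, Il1a, Il1b and Trem1 had too few counts to test (21, 37, 0 and 2 over all lines). The paper measured the products of these genes and of Timp1, Ccl2 and Ccl5 as proteins, in pancreas lysates after caerulein. RNA of untreated cultured lines does not test those levels.

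Other lists gave these results. In KPC against KC: interferon response (56 of 68 higher, median 0.73, adjusted p = 0.01000), complement (32 of 49 higher, median 0.52, adjusted p = 0.0303), TNFα (84 of 120 higher, median 0.44, adjusted p = 0.0433), fibroblast markers (0 of 8 higher, median -6.18, adjusted p = 0.00107), p53 pathway (41 of 85 higher, median -0.02, adjusted p = 0.910), direct p53 targets (17 of 40 higher, median -0.14, adjusted p = 0.732), apoptosis (50 of 78 higher, median 0.22, adjusted p = 0.216), KRAS output (42 of 70 higher, median 0.50, adjusted p = 0.153), cholesterol (24 of 50 higher, median -0.16, adjusted p = 0.579), AP1 subunits (10 of 17 higher, median 0.53, adjusted p = 0.401), cytokines (16 of 25 higher, median 0.77, adjusted p = 0.231), leukocyte (3 of 3 higher, median 1.82, adjusted p = 0.111), endothelial (4 of 7 higher, median 1.04, adjusted p = 0.295) and endocrine markers (1 of 3 higher, median -0.02, adjusted p = 0.892). With an estimated correlation, interferon response, complement, TNFα and fibroblast markers were at 0.633, 0.331, 0.588 and 0.331. The interferon call was lost without KPC XKPC55.2J (0.615) or KC XKPC37.7I (0.127), the TNFα call without KPC XKPC55.2J (0.479), KPC XKPC45.2J (0.114), KC XKPC34.8D (0.280) or KC XKPC37.7I (0.0691) and with HISAT2 counts (0.0569), and the complement call without KPC XKPC55.2J (0.0664), KPC XKPC45.2J (0.0650) or KC XKPC37.7I (0.0507). The interferon list stood at 4.32 log2 CPM in KPC XKPC55.2J and 2.36 to 2.67 in the other KPC lines. The fibroblast call was lost with 1 surrogate variable (0.196), while KRAS output then passed (0.00293), as it did in GSEA (0.0236), with no filter (0.0170) and without KPC XKPC55.2C (0.0219). In KC;iASPPΔ8/Δ8 against KC, MYC targets (27 of 67 higher, median -0.07, adjusted p = 0.226), interferon (43 of 68 higher, median 0.26, adjusted p = 0.0982), apoptosis (49 of 78 higher, median 0.19, adjusted p = 0.0896), AP1 subunits (11 of 17 higher, median 0.59, adjusted p = 0.106), basal-like genes (16 of 33 higher, median -0.08, adjusted p = 0.752), duct (12 of 18 higher, median 0.86, adjusted p = 0.0297), fibroblast (1 of 8 higher, median -5.55, adjusted p = 2.14e-05), leukocyte (3 of 3 higher, median 1.36, adjusted p = 0.0550), endothelial (3 of 7 higher, median -0.02, adjusted p = 0.752) and endocrine markers (1 of 3 higher, median -3.92, adjusted p = 0.174) were tested too, as were cytokines (14 of 25 higher, median 0.21, adjusted p = 0.663). Duct markers had a median above 0 and a mean of -0.11, and their call was 0.540 with an estimated correlation, as the fibroblast call was 0.218. The duct call was lost without KC;iASPPΔ8/Δ8 XIAK28.7D (0.118), KC XKPC19.2G (0.335) or KC XKPC34.8D (0.309) and with DESeq2 (0.137). Interferon genes passed without KC XKPC19.2G (0.00347) or KC;iASPPΔ8/Δ8 XIAK28.7D (0.0337), with no filter (0.0188) or 1 surrogate variable (0.000135). In KPC;iASPPΔ8/Δ8 against KPC, apoptosis was lower (54 of 78, median -0.34, adjusted p = 0.0226, 0.263 with an estimated correlation), and so was the p53 pathway (55 of 85, -0.28, 0.0226, 0.263), each lost without KPC XKPC55.2J (0.156 and 0.142) and apoptosis also with HISAT2 counts (0.0911). Acinar markers had fewer than 3 genes past the filter on counts and were not tested by camera.

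The first component of the log2 CPM held 26.7% of the variance, and KC XKPC19.2G and KC XKPC34.8D were at its end. Other splits of the same lines were drawn to see whether chance can be excluded. For direct p53 targets in KC;iASPPΔ8/Δ8, 1 of 35 splits met the real value of 9.48 in minus log10 p. It was the real split alone, with 6.45 next. No smaller share is possible with 35 splits, and the results tested this way were not corrected for their number. Chance is thus less likely there but not excluded. For the 4 DEGs of KPC;iASPPΔ8/Δ8 against KPC the splits gave 1 of 100 (next 2), but they count both XIAK51.2A lines of 1 mouse as independent. With those lines summed only 1 of the 4 calls was kept, so chance is not taken as excluded there. Chance cannot be excluded for the other results, with the number of splits as large, the real value and the highest other as follows: DEGs in KPC vs KC (2 of 35, 182, 400), its lists (12 of 35, 14, 18), DEGs in KC;iASPPΔ8/Δ8 vs KC (4 of 35, 13, 484), its lists (14 of 35, 11, 16), lists in KPC;iASPPΔ8/Δ8 vs KPC (57 of 100, 10, 21), E2F targets there (6 of 100, 22.9, 40.9), DEGs of KPC vs KC;iASPPΔ8/Δ8 (4 of 35, 27, 1390), the interaction (5 of 100, 8, 248) and shared DEGs (6 of 100, 4, 71). Splits that call several times the real count point to a structure of the samples apart from genotype, and the split with 1390 DEGs set KC;iASPPΔ8/Δ8 XIAK28.7D and XIAK42.6B with KPC XKPC55.2C and XKPC63.1A against the rest.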
